# Cell-Specific Transcriptome Analysis Shows That Adult Pillar and Deiters' Cells Express Genes Encoding Machinery for Specializations of Cochlear Hair Cells

**DOI:** 10.3389/fnmol.2018.00356

**Published:** 2018-10-01

**Authors:** Huizhan Liu, Lei Chen, Kimberlee P. Giffen, Sean T. Stringham, Yi Li, Paul D. Judge, Kirk W. Beisel, David Z. Z. He

**Keywords:** hair cell, pillar cell, deiters' cell, transcriptome, RNA-seq, mouse

## Abstract

The mammalian auditory sensory epithelium, the organ of Corti, is composed of hair cells and supporting cells. Hair cells contain specializations in the apical, basolateral and synaptic membranes. These specializations mediate mechanotransduction, electrical and mechanical activities and synaptic transmission. Supporting cells maintain homeostasis of the ionic and chemical environment of the cochlea and contribute to the stiffness of the cochlear partition. While spontaneous proliferation and transdifferentiation of supporting cells are the source of the regenerative response to replace lost hair cells in lower vertebrates, supporting cells in adult mammals no longer retain that capability. An important first step to revealing the basic biological properties of supporting cells is to characterize their cell-type specific transcriptomes. Using RNA-seq, we examined the transcriptomes of 1,000 pillar and 1,000 Deiters' cells, as well as the two types of hair cells, individually collected from adult CBA/J mouse cochleae using a suction pipette technique. Our goal was to determine whether pillar and Deiters' cells, the commonly targeted cells for hair cell replacement, express the genes known for encoding machinery for hair cell specializations in the apical, basolateral, and synaptic membranes. We showed that both pillar and Deiters' cells express these genes, with pillar cells being more similar to hair cells than Deiters' cells. The fact that adult pillar and Deiters' cells express the genes cognate to hair cell specializations provides a strong molecular basis for targeting these cells for mammalian hair cell replacement after hair cells are lost due to damage.

## Introduction

The mammalian auditory sensory epithelium, the organ of Corti, contains hair cells (HCs) and supporting cells (SCs). HCs are sensory receptor cells with the hallmark of the stereocilia bundle in their apical surface. The stereocilia bundle together with the mechanotransduction apparatus are responsible for converting mechanical stimuli into receptor potential in HCs. HCs also contain structural and functional specializations that mediate mechanical property, electrical activities, and synaptic transmission in the basolateral and synaptic membranes (Hudspeth, 2014; Fettiplace, 2017). The SCs, which include inner phalangeal cells, pillar cells, Deiters' cells, Hensen cells, and Claudius cells maintain homeostasis of the ionic and chemical environment of the cochlea as well as contribute to the stiffness of the cochlear partition (Slepecky, 1996; Raphael and Altschuler, 2003).

The HCs are highly vulnerable to damage from exposure to ototoxic drugs and noise. While spontaneous proliferation and transdifferentiation of SCs are the source of the regenerative response to replace lost HCs in lower vertebrates, SCs, such as pillar and Deiters' cells in adult mammals no longer retain that capability (Géléoc and Holt, 2014). In recent years, gene therapy has been used to target adult mammalian SCs for transdifferentiation to replace the lost HCs with some success (Izumikawa et al., 2005; Mizutari et al., 2013). The molecular mechanisms inhibiting spontaneous transdifferentiation of these cells to HCs are not clear. An important first step to revealing their biological properties and potentials to be converted into HCs is to characterize their cell-type specific gene expression profiles (i.e., transcriptomes) and compare their transcriptomes with those of HCs, as such analyses can uncover cell-specific transcripts that underlie biological properties of those cells. Recent studies have examined transcriptomes of several SC subtypes (Burns et al., 2015; Waldhaus et al., 2015) and a mixed population of SCs (Maass et al., 2016; Cheng et al., 2017) as well as HCs (Burns et al., 2015; Cai et al., 2015; Elkon et al., 2015; Scheffer et al., 2015) from embryonic and neonatal mice. However, no cell type-specific transcriptomes of SCs from the adult organ of Corti have been characterized to date. A thorough analysis of the adult SC and HC transcriptomes is important because converting SCs to HCs following onset of acquired deafness would likely happen at the stage when SCs and HCs are already mature. Using RNA-seq and the suction pipette technique that we pioneered (He et al., 2000; Zheng et al., 2000; Liu et al., 2014), we analyzed transcriptomes of 1,000 individually collected pillar and Deiters' cells from adult mice, as well as inner and outer HCs (IHCs and OHCs), the two types of sensory receptor cells. We examined the differences and similarities among these four cell types since pillar and Deiters' cells have been the target for gene therapy to replace lost HCs (Izumikawa et al., 2005; Mizutari et al., 2013). Our main goal is to determine whether adult pillar and Deiters' cells express the genes encoding HC specialization machinery for mechanotransduction, electrical and mechanical activities, and synaptic transmission. The expression of the genes cognate to HC specialization machinery in pillar and Deiters' cells would suggest that they have the intrinsic capacity to function as HCs and that their conversion is dependent upon the activation of the appropriate molecular signals. We also compared transcriptomes between pillar and Deiters' cells to determine which cell type has more robust intrinsic HC-like properties. Our cell-specific transcriptome analyses showed that both pillar and Deiters' cells express the genes encoding machinery for HC specializations, with pillar cells being more similar to HCs than Deiters' cells. The fact that adult SCs express those genes provides a strong molecular basis for targeting these cells for mammalian HC replacement after HCs are lost due to damage or aging.

## Materials and methods

### Cell isolation, identification, and collection

Adult CBA/J mice (28–35 days old) were used for transcriptomic analysis and quantitative PCR. For immunocytochemistry, CBA/J and B6.129S-Atoh1tm4.1Hzo/J mice aged between 1 and 3 months were used. The Atoh1tm4.1Hzo/J targeted reporter mice contained an enhanced green fluorescent protein in Atoh1-expressing cells (such as HCs). To isolate HCs, the auditory sensory epithelium was dissected out and transferred to a small Petri dish containing an enzymatic digestion medium (1 ml L-15 and 1 mg Collagenase IV from Sigma). The tissue was transferred to a small plastic chamber containing enzyme-free culture medium (Leibovitz's L-15, 7.35 pH, 300 mOsm) after 5-min incubation at room temperature (20 ± 2°C). HCs and SCs in the chamber were separated by gentle trituration of the tissue with a 200 μL Eppendorf pipette tip. The chamber was then mounted onto the stage of an inverted Olympus IX71 microscope. Before isolated cells were collected, fresh L-15 medium was used to perfuse the chamber to wash out debris for 5 min.

Pillar cells, Deiters' cells, IHCs and OHCs still retained their distinct morphological features and were easy to be identified after being isolated. Representative images of pillar cell, Deiters' cell, IHC and OHC are presented in Figure 1A. The distinction between IHCs and OHCs after isolation has been described before (He et al., 2000; Liu et al., 2014). The pillar cell possesses a large number of microfilaments and microtubules arranged in bundles along the length of the cell with a footplate in one end and a head portion in another end. The Deiters' cell forms a cup (marked by a black arrow in Figure 1A) that holds the synaptic pole of an OHC. Another important feature of the Deiters' cell is its phalangeal process (marked by a white arrow in Figure 1A), which is an important feature used for identification of Deiters' cells in isolation. Because of these morphological distinctions, these four different cell types were unlikely to be confused for each other. More importantly, we avoided to collecting any cells when their identity was ambiguous. We noted that although the whole basilar membrane and organ of Corti were dissected out for cell isolation and collection, it is likely that most HCs and SCs were from mid to apical turns of the cochlea. This is because HCs and SCs in the basal turn region (especially the far basal end) were more vulnerable to damage and most of them might not survive during isolation. However, we previously measured the length of OHCs in the hemicochlea preparation where the HC condition was better maintained (He et al., 2004; Dallos et al., 2008). We found that the apical turn OHCs from adult mice were ~25 to 30 μm, whereas the basal turn OHCs were ~14 to 18 μm. Some OHCs with the length of ~15 to 17 μm were observed in our preparation. Thus, those cells may come from the basal turn.

**Figure 1:**
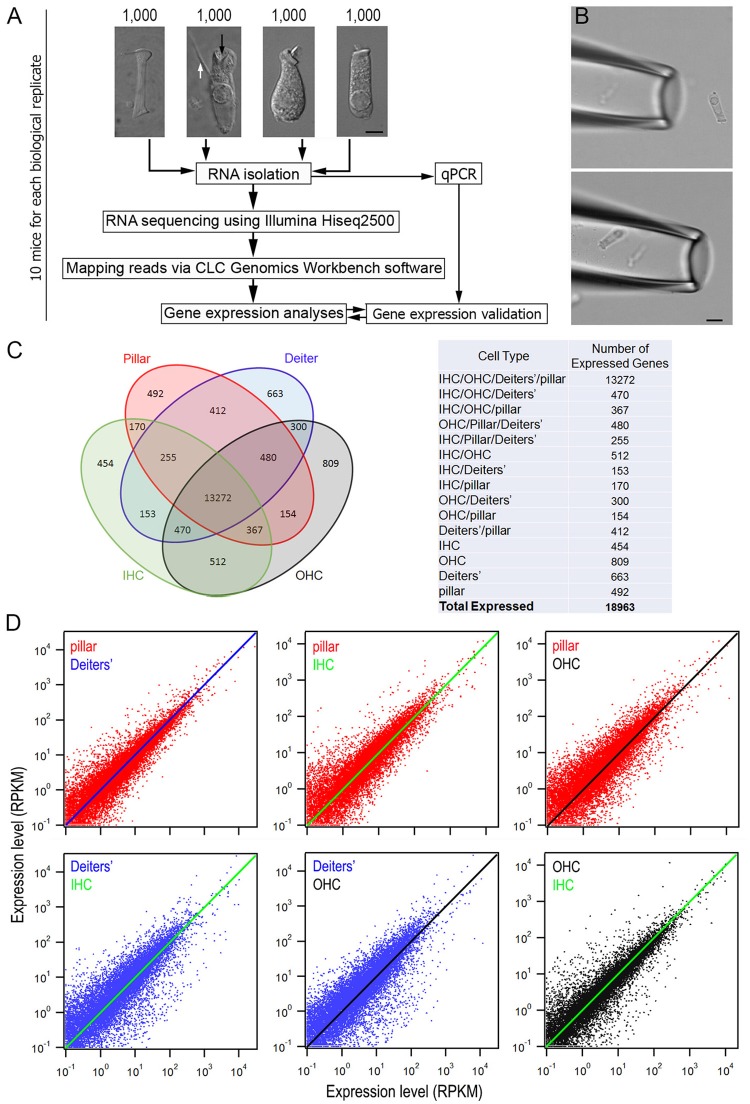
Comparison of gene expression profiles among four different cell types from the adult organ of Corti. **(A)** An overview of the study design for cell collection, RNA preparation and RNA-sequencing. Representative images (from left to right) of an isolated pillar cell, Deiters' cell, IHC, and OHC from adult mice are also presented. Bar: 5 μm. **(B)** A pick-up pipette before an isolated Deiters' cell was drawn into the pipette. Bar: 10 μm. **(C)** Venn diagram depicting the number of expressed genes (RPKM > 0.1) in four cell types. The 18,963 expressed genes were sorted into 1 of 15 categories (listed in the table on the right). The number indicates the total genes shared among two or more cell types or those uniquely expressed by a single cell type. **(D)**: The top three panels present the expression value of pillar cells (red dots) with the reference to that of Deiters' cells (blue line), IHCs (green line) and OHCs (black line), while the bottom two panels (left and middle) show the expression value of Deiters' cells (blue dots) with the reference to that of IHCs (green line) and OHCs (black line). Comparison between OHCs and IHCs is also presented. Only those transcripts whose expression value is equal or greater than 0.1 RPKM are shown.

The suction pipette technique was used to collect solitary cells (Figure 1B). Detailed information is provided elsewhere (He et al., 2000). Briefly, two pickup (suction) pipettes were prepared from 1.5 mm thin-wall glass tubing pulled by an electrode puller and each pick-up pipette was designated for only one cell type to prevent contamination in the pipette. The diameter of the pipette was ~30 μm. The pipettes, held by two separate electrode holders, were mounted on two micromanipulators (Leitz, Germany). Two micrometer-driven syringes, connected to the suction port of the pipette holders, were used for drawing in the cells or expelling cells. A video showing a mouse OHC being drawing into a pickup pipette is presented as Supplementary Video 1. Solitary cells in the pipette were transferred to a microcentrifuge tube containing 50 μl RNAlater (Thermo Fisher Scientific, Waltham, MA) after 4 to 5 cells were accumulated in the pipette. These steps were repeated until ~100 to 200 pillar cells and Deiters' cells or 80–100 IHCs and 200 OHCs were collected from each animal within an hour. Approximately 10 mice were used for collecting 1,000 pillar cells and 1,000 Deiters' cells, as well as for the same number of IHCs and OHCs. 30 mice were used to prepare three biological replicates for the experiments.

### RNA preparation and RNA-sequencing

An overview of the study design for cell collection, RNA preparation and RNA-sequencing is depicted in Figure 1A. Approximately 1,000 cells of each type were separately suspended in RNALater (~100 μL in total volume) and total RNA, including small RNAs (> ~18 nucleotides), were extracted and purified using the Qiagen RNeasy mini plus Kit (Qiagen, Germantown, MD). To eliminate DNA contamination in the collected RNA, on-column DNase digestion was performed. Total extracted RNA from 1,000 cells ranged from 5 to 10 ng/μl. The quality and quantity of RNA were examined using an Agilent 2100 BioAnalyzer (Agilent, Santa Clara, CA).

Three biological replicates, separately prepared from pillar cells and Deiters' cells, were used to produce genome-wide transcriptome libraries. Libraries were also produced from three biological replicates of OHCs and two biological replicates of IHCs. The SMART-Seq V4 Ultra Low Input RNA kit (Clontech Laboratories, Inc., Mountain View, CA) and the Nextera Library preparation kit (Illumina, Inc., San Diego, CA) were used. An Agilent 2100 Bioanalyzer and a Quibit fluorometer (Invitrogen, Thermo Fisher Scientific) were used to assess library size and concentration prior to sequencing. Transcriptome libraries were sequenced using the HiSeq 2500 Sequencing System (Illumina). Three samples per lane were sequenced, generating ~100 million, 100 bp paired-end reads per sample. The files from the multiplexed RNA-seq samples were demulitplexed and fastq files were obtained.

To individually map the reads (paired-end reads) to the mouse genome (mm10, build name GRCm38), CLC Genomics Workbench software (CLC bio, Waltham, MA, USA) was used. Reads were mapped to exonic, intronic, and intergenic sections of the genome. Gene expression values were normalized as reads per kilobase of transcript per million mapped reads (RPKM). Gene expression estimates were derived from the mapped reads using HTSeq-count (Anders et al., 2015), while DESeq (https://www.basepairtech.com/) was used to identify differentially expressed genes with a false discovery rate (FDR) set to 5% and a fold change threshold of 2 with a minimum normalized read count set to 10% of the median normalized read count (Anders and Huber, 2010). The raw data together with the searchable dataset (in Excel format) are available from the National Center for Biotechnology Information-Gene Expression Omnibus (GEO) (GEO submissions number: GSE111347 and GSE111348). The mean RPKM gene expression values from the replicates of pillar cells, Deiters' cells, IHCs and OHCs are included in Supplementary Table 1.

### Bioinformatic analyses

The differentially expressed genes were examined for enrichment of known biological processes using DAVID (Huang da et al., 2009). Gene clusters tested for enrichment of specific signaling pathways were examined using pathway databases, such as Reactome (https://reactome.org/PathwayBrowser/). Identification of differentially expressed genes was facilitated using Ingenuity IPA program (www.ingenuity.com). Clustering and principal component analysis (PCA) were carried out using the XLStat package (https://www.xlstat.com/en/solutions/base). Hierarchical clustering of gene expression via K-means analysis was conducted with iDEP online bioinformatics platform (http://bioinformatics.sdstate.edu/idep/). Entrez Gene, HGNC, OMIM, and Ensembl database were used for verification, reference, and analyses. Additional resources, such as the gEAR (www.umgear.org) and SHIELD (https://shield.hms.harvard.edu/index.html) were also used for reference and verification.

The differentially expressed genes from each replicate were uploaded into the DAVID bioinformatics suite for gene ontology analysis. Gene Ontology terms related to biological processes were obtained, and REVIGO (Supek et al., 2011) was used to summarize and visualize the long list of gene ontology terms using default parameters. The threshold to detect redundancies used was set arbitrarily to 0.1.

### Quantitative real-time PCR

A custom-made 48 well RT2 qPCR Primer Assay Plate from Qiagen (Germantown, MD) was used for q-PCR verification. The oligonucleotide primers based on AB 7500 Fast Real-Time PCR system (Thermo Fisher Scientific) were generated designed using Qiagen interactive website (https://www.qiagen.com/us/shop/genes-and-pathways/batch-configuration/?type=plate&producttypeid=10). Sequence information for the primers used in our study and qPCR primer assay catalog numbers are provided in Table 1. Forty-one genes that showed differential expression in pillar or Deiters' cells and two genes that did not show differential expression in RNA-seq analysis were included in the RT-qPCR array. Five controls (often used for genomic DNA contamination control (GDC), positive PCR control (PPC), reverse transcription control (RTC) and one housekeeping gene (Sdha) were also included in the plate. We calculated ΔCt values (ΔCt = Ct^(GOI)^ – Ct^AVG HKG^) of each gene (gene of interest or GOI) after normalizing to Ct value of a house-keeping gene (HKG). For comparing differential expression of a gene between pillar and Deiters' cells, we calculated ΔΔCt, where ΔΔCt = ΔCt (pillar) − ΔCt (Deiters'). Thus, a positive value would suggest a higher expression value in pillar than Deiters' cells, whereas a negative value suggests higher expression in Deiters' than in pillar cells. Fifteen additional mice were used to prepare three biological replicates of pillar and Deiters' cells for qPCR validation.

**Table 1:** Sequences of oligonucleotide primers for q-PCR.

	**Forward primer**	**Reverse primer**
Bmp2	GCTTCCGTCCCTTTCATTTCT	AGCCTCCATTTTTGGTAAGGTTT
C1ql1	GGGGCAACAGCAACAAATAC	CCTTGGTCAGGCAATTTGAA
Cd164l2	CCCCATCCCTGAAGACCAC	TGGGGTCAGATTAGTGTCTGG
Chrna9	CGTGTGATCTCCACCAGTGT	TCCTTCATCCCTTTATCCTTGA
Chrna10	GCTCACAAGCTGTTTCGTGAC	ACTTGGTTCCGTTCATCCATATC
Coch	TGGCCTCTAAACCCAAAGAG	ATCCCCTTGCACGTATTCCT
Dnajc5b	ATTTTTGTTGCTGCCTTTGC	AGGCTGGAGAACAACTGGAA
Ednrb	AAAGCCAACGATCACGGATA	CCTTTCTGCTAGCATGGTTTTT
Elmod1	AGAGGATCATAAAACAGCTGC AGAA	CCTAAGCAGAGATCTAGGAT GACA
Etv1	TTAAGTGCAGGCGTCTTCTTC	GGAGGCCATGAAAAGCCAAA
Fcrlb	ACCACCATCTTCAAGGGAGAG	TACCAGAGAGTGCTAATGGGC
Gsn	CCCCATCACAGTCGTTAGGC	CCGGTCCAAAGGATCCAC
Kcne1	ATGAGCCTGCCCAATTCCAC	GAGCTGAGACTTACGAGCCA
Kncn	CATCCTACCTGCCATAGGAAA	CTGCGGGCTCCTTCTTTATT
Lhfpl5	TCCTCTCCTTCCTGGCTTTT	CCTCGGTTGCTTCAGACTTC
Luzp2	GCGACTATACTGGCAAATGCT	GGCCACTTTCAGCACTTTTT
Myo7a	AGGGGGACTATGTATGGATGGA	ATGTGCGTGGCATTCTGAGG
Otof	CTGACACGGCATTCGTCTG	CCTGGGAGGCTGTAAAGGAA
Prdm12	GGAATGAGCAGGAGCAGAAC	TTTCCATACCACACCAGCAG
Scarf2	ATGAGTGTGGGATAGCGGTGT	GGCACTTTGTGTCGCAGTT
Slc1a3	GCACCAAGTGTTGGAAACTG	TTCAAATGTAGGCTAAAACC GATA
Slc7a14	GAGGGAACTGGGACCACCT	TCTGCATAGCACACACCTGATA
Slc17a8	GGAGACAGAACTCAACCACGA	TTCGGCCTGGTAGGATAATG
Slc26a5	CACTCATTATGGGAGCGAGA	TCCGTCTACTTCTGCATCCAC
Srd5a1	GCTTTGCCCTGTGGTTAGTG	CGAGCTCCCCAAAATAGTTG
Tmc1	GAAATGGGCAAAATTCCTCCGA	TGAAGGTCAACACAAAGAG AACC
Tmem54	TTCTGTCTGGCGGAGAGTATG	GGCTTGCTTGTATCGTGTGGT
Dazap2	CAGCCTACCTACCCTGTGC	CATGGGGATTGTGGAGCCTA
Sdha	ACACAGACCTGGTGGAGACC	GGATGGGCTTGGAGTAATCA
Apobr	TGGGCTACATCAGGCTTTGAG	CTCTCCTACAACCTTCCCCTC
Bdh2	CTGCCTGGGTGATCATCTCT	TTGATTTATTTACCACAGCTT CAGA
Bmp4	GGCTGGAATGATTGGATTGT	CACAACAGGCCTTAGGGATA
Clic6	CGACCGGGAGATTGAACAC	ACAGAGGGCTCTCCTGGAA
Cplx1	AAGAAGAAGGAGGAGCGTGA	CATCTTCCTCCTCTGGCTCA
Ctgf	ACTGTCCTGGGGACAATGAC	CTGTAATTGTTTTTACAGAAGAA AATG
Epyc	CAGCAGAACTCCTCAAGCCTA	GCATCTCAAATATACTGAGTT TGCT
Frzb	GCTGCCTCTGTCCTCCACT	CGATCCTTCCACTTCTCAGC
Ifit3	AGGCCATGGAGTTGAATCCT	AAACTGAGCTGCCTTTTGGA
Myo6	GGAGGCATCCAGTACCTTCA	AGGAAGTGGTGAGCCTTCG
Nkain4	CTCTGGAACGGCAAGTCTTTG	GTGGCCGGTATTGAATGGTG
Optn	TGGATGAGATGAAGCAGACG	CTGCTCTCTCAGCGTGAAAA
Prg2	CCCAAGGAAGAGGACACAAC	AACACTGAAACTGTGGATGGAG
Qpct	GCACACCATGGATGACAATG	TGGTGTCTTGAAGTTGCTGTAGA
Vldlr	AGGTGGCTACTTGATGTGGAG	ATTGCTGGGTATGTGTGTCCT

### Immunocytochemistry

Cochleae were perfused with 4% formaldehyde in phosphate buffered saline (PBS). The inner ear sensory epithelium was dissected out. The tissue was treated with 0.2% Triton X-100/PBS and goat serum (10%) was used to block non-specific binding. The tissue was then incubated with primary antibodies and washed with PBS, followed by incubation with secondary antibodies (Life Technologies, Lot# 1579044), followed by three washes in PBS. Primary antibodies used were rabbit polyclonal or monoclonal antibodies against p75NTR (NGFR: 1:300; Advanced Targeting Systems AB- N01 AP), LUZP2 (1:400, NBP2-58798, Novus), KCNJ16 (1:300, GTX54791, Gene Tex), and TUBB3 (1:400, MMS-435P, Covance). The samples were mounted on glass slides with antifade solution (Prolong Antifade Kit, Invitrogen, Carlsbad, CA) before imaging on a Leica Confocal Microscope (Leica TCS SP8 MP). Three cochleae from three adult mice were used for immunodetection of the expression for each gene/protein.

### Statistical analysis

Means and standard deviations from biological and technical repeats were calculated. ANOVA False Discovery Rate-corrected *p*-values were used to compare average expression (RPKM) values from four different cell populations for each transcript from repeats and *p* ≤ 0.01 was considered statistically significant.

## Results

### Gene expression profiles of pillar and deiters' cells

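Pillar cells and Deiters' cells, 2 kinds of supporting cell that hold up the sensory hair cells of the organ of Corti, were drawn up one by one with suction pipettes from adult mice, and their RNA was sequenced. The deposited values cover 3 biological replicates of each cell type, each a library made from about 1000 cells and sequenced in 2 lanes, so that the table holds 12 sets of values. The paper gives the age of the mice as 28 to 35 days, and the sample labels give 28 to 32 days. The kit named for amplification also differs: SMART-Seq V4 in the paper and an earlier SMARTer kit in the labels. The authors mapped paired-end reads to mm10 (GRCm38) with CLC Genomics Workbench and deposited RPKM, reads scaled to transcript length and to the mapped reads of each lane, for 48440 features. The table holds no read counts. Within a gene the values of a lane are whole multiples of a fixed step, and in 14383 of the 20010 features above 0 with an annotated exon length (71.9%) the reads worked out from the steps were whole to within 0.01 in all 12 lanes. This gives 9293651 to 10877223 reads behind the values of a lane. The pillar cell libraries held 20189861, 19101447 and 19174142 reads and the Deiters' cell libraries 21557584, 19267179 and 18641354. At the median library, 1 read in a transcript of 1 kb corresponds to 0.052 RPKM. The paper states a larger number of reads per sample in its methods, and the values analysed here use the totals above. The lanes of a library are technical repeats, so their RPKM values were averaged and each library counted as 1 replicate (n = 3 per cell type). Differential expression was tested with limma on log2(RPKM + 0.1) over the 17188 genes whose mean was above 0.1 RPKM in either cell type. A positive log2 fold change stands for higher expression in pillar cells, and the added 0.1 makes the fold changes of genes with low expression smaller than the ratio of their means. Gene lists were tested with limma's camera, which sets the genes of a list against all others at a preset correlation of 0.01 between genes. A gene was called higher in 1 cell type at an adjusted p of at most 0.01 and a difference of at least 2-fold. An exact permutation test of 3 libraries against 3 cannot give a two-sided p below 0.1. Libraries of 1 cell type differed by little. Among genes with 1000 to 5000 reads, the median coefficient of variation was 3.0% in pillar cells and 3.3% in Deiters' cells, against 2.4% from counting alone. Averaged over these genes, the spread beyond counting was 2.7% and 3.3%, so it was not smaller than counting error. Genes that differed between lanes were left out of these values. The p-values therefore rest on a small spread between libraries, whose split into technical and biological parts is not known.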

We detected 18,217 and 22,807 transcripts that had expression values greater than zero in pillars and Deiters' cells, respectively. With an arbitrary value of 0.1 RPKM as cutoff for background level expression, 15,602 and 16,005 transcripts were considered to be expressed in pillar and Deiters' cells, respectively, with 14,486 transcripts expressed in both populations. 

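Most genes expressed in 1 of these supporting cell types were expressed in the other as well. With a mean above 0.1 RPKM over the 3 libraries taken as expressed, 15602 genes were expressed in pillar cells and 16005 in Deiters' cells, and 14419 of them in both. The genes above the cutoff in pillar cells alone numbered 1183 (7.6% of those expressed there), and those in Deiters' cells alone 1586 (9.9%). Most of these lay close to the cutoff: their median was 0.29 RPKM in pillar cells and 0.22 RPKM in Deiters' cells, and 112 and 80 of them, respectively, were above 1 RPKM. Among the genes above the cutoff in pillar cells alone was Gpr152, an orphan G protein-coupled receptor, at 9.46 ± 0.271 RPKM in pillar cells and 0.00457 ± 0.00792 in Deiters' cells (SD, n = 3 libraries). Oas1c, a member of the oligoadenylate synthetase family of interferon-induced genes, was above it in Deiters' cells alone, at 0.0141 ± 0.0123 RPKM in pillar cells and 2.82 ± 0.266 in Deiters' cells. At any value above 0, the counts were 17980 genes in pillar cells, 18796 in Deiters' cells and 16672 in both. At this depth a gene above 0.1 RPKM in 1 cell type and below it in the other can rest on a few reads, so absence from the other cell type is not shown.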

For IHCs and OHCs, 19,730 and 21,166 transcripts were detected. 15,653 and 16,364 transcripts were considered to be expressed. These numbers of transcripts in IHCs and OHCs are similar to those reported in our previous study using the DNA microarray technique (Liu et al., 2014). We compared transcriptomes among four different types of cells in the organ of Corti. Figure 1C presents a Venn diagram, depicting the number of expressed transcripts in each of the four cell types. The number indicates the total transcripts shared among two or more cell types or those uniquely expressed by a single cell type. As indicated, 13,272 transcripts are commonly expressed in all four cell types, although the number in common varies when comparison was made among different cell types. Uniquely expressed transcripts only account for 2.9 to 4.9 percent of the total transcripts expressed in one cell type when any two cell types were compared. There are 13,648 and 13,959 protein coding genes in pillar and Deiters' cells, respectively, accounting for 87.5 and 87.2% of the total transcripts expressed in these two cell types. In comparison, protein coding genes account for 84.8 and 83.2% of the transcripts expressed in IHCs and OHCs, respectively. 

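Protein-coding genes made up most of what both supporting cell types expressed, and they were expressed at higher levels than other kinds of transcript. With GENCODE release M21 as the annotation, 13443 of the genes above 0.1 RPKM in pillar cells (86.2%) and 13748 of those in Deiters' cells (85.9%) were protein coding. Long noncoding RNA genes followed with 1353 genes (8.7%) in pillar cells and 1410 (8.8%) in Deiters' cells, and pseudogenes with 534 (3.4%) and 590 (3.7%). The median expression of protein-coding genes was 4.93 RPKM in pillar cells and 4.56 RPKM in Deiters' cells. Long noncoding RNA genes had medians of 0.59 and 0.46 RPKM, and pseudogenes of 0.57 and 0.42 RPKM. Gene segments of immunoglobulins and T cell receptors, which are rearranged in lymphocytes, added 31 genes in pillar cells and 18 in Deiters' cells. One of them, the immunoglobulin light chain gene Iglc3, had 6.78 ± 0.269 RPKM in pillar cells (SD, n = 3 libraries) and was listed at 0 in each Deiters' cell library. The annotation release behind the deposited table is not stated in the paper's text, and 64 genes in pillar cells and 59 in Deiters' cells had identifiers outside the release used here.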

Figure 1D shows the overall gene expression profiles of pillar cells and Deiters' cells using the expression levels of IHCs and OHCs as reference.

We examined the most abundantly expressed genes in pillar and Deiters' cells and compared the top 150 genes expressed in all four types. Figure 2A exhibits the expression levels for the 150 most abundant transcripts in pillar cells. Expression levels and abundance rankings for the same transcripts in Deiters, IHCs and OHCs are also illustrated for comparison. In the same way, the 150 most abundant transcripts in pillar cells compared to the same transcripts and abundant rankings in Deiters' cells, IHCs and OHCs are presented in Figure 2B. As it is apparent from the two figures, the majority of the transcripts abundantly expressed in one population are also richly expressed in other three cell types.

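The transcripts that dominated pillar cells also dominated Deiters' cells: 113 of the 150 most abundant genes of each cell type (75.3%) were shared. The calcium-binding protein gene S100a1 ranked first in both, and Fbxo2, which encodes a ubiquitin ligase subunit that recognises glycoproteins, ranked second in both. Skp1a, whose product joins such F-box proteins to the ligase, ranked 5 in pillar cells and 3 in Deiters' cells. These genes were named by their rank, after the values were seen. S100a1 had 12132 ± 97.9 RPKM in pillar cells and 28795 ± 1526 in Deiters' cells (SD, n = 3 libraries), and Fbxo2 11364 ± 307 RPKM in pillar cells and 15234 ± 318 in Deiters' cells. S100a1 was called higher in Deiters' cells, at a log2 fold change of -1.25 (standard error 0.05, adjusted p = 2e-06 from limma). All 150 genes of each list were above 0.1 RPKM in the other cell type, 139 of the pillar cell list stood among the 500 most abundant genes of Deiters' cells, and 145 of the Deiters' cell list among the 500 of pillar cells. Shared abundance did not mean equal abundance: of the 187 genes in either list, 38 were called higher in pillar cells and 29 in Deiters' cells. Epyc, which encodes the small proteoglycan epiphycan, ranked 49 in pillar cells and 6 in Deiters' cells, with 707 ± 0.785 RPKM in pillar cells and 4221 ± 76.6 in Deiters' cells, at a log2 fold change of -2.58 (standard error 0.02, adjusted p = 2.3e-08 from limma). Genes of the mitochondrial genome took 14 places in the pillar cell list and 10 in that of Deiters' cells. Of 13 tested genes of the respiratory chain in that genome, 11 were called higher in pillar cells (11 when adjusted over the list alone; camera adjusted p = 6.3e-07, and adjusted p = 0.24 with an estimated correlation). mt-Nd5, a subunit of respiratory complex I, had 625 ± 11.3 RPKM in pillar cells and 218 ± 1.43 in Deiters' cells. The 150 genes held 43.5% of the summed RPKM in pillar cells and 43.9% in Deiters' cells.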

**Figure 2:**
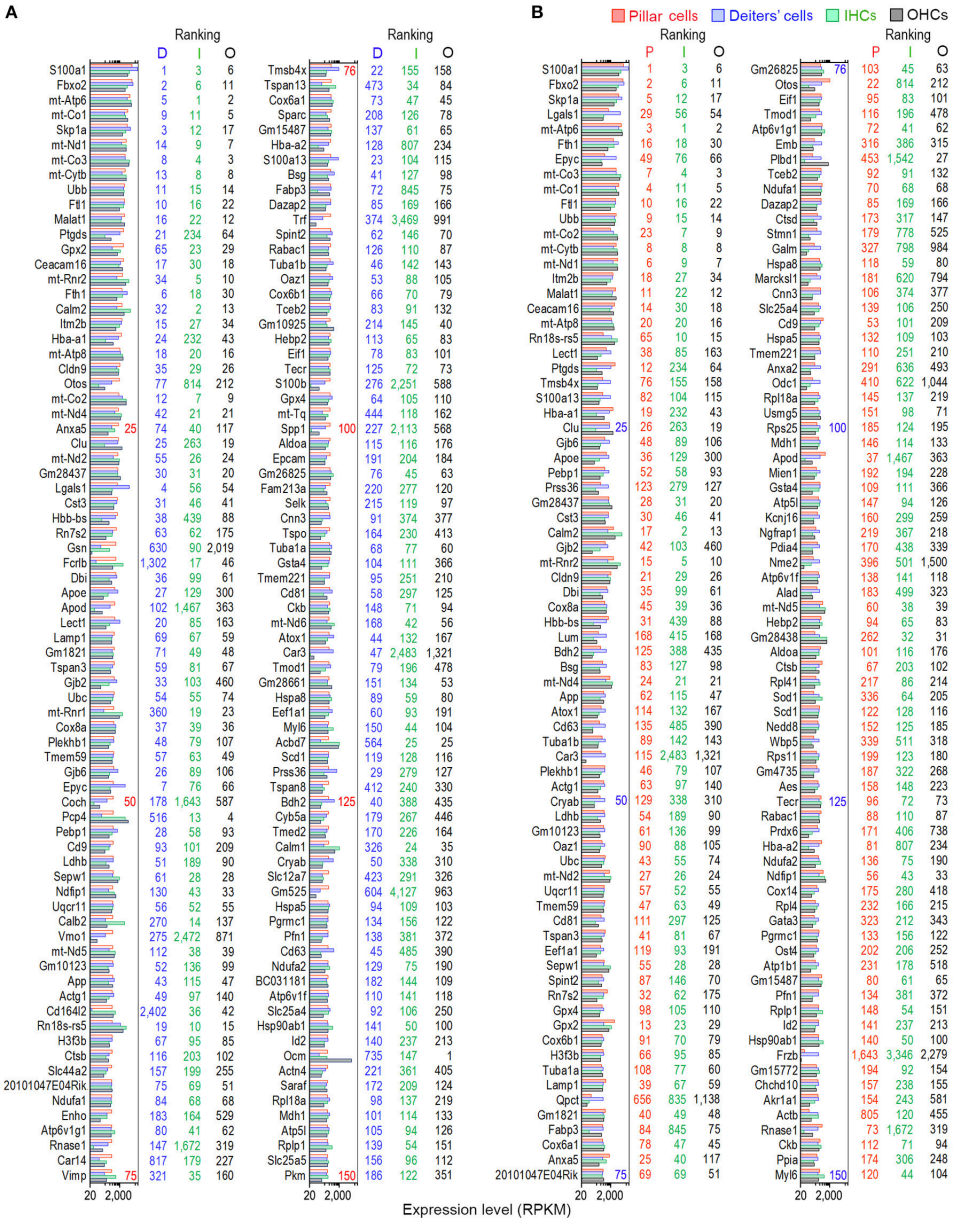
Expression levels of the top 150 transcripts in pillar **(A)** and Deiters' **(B)** cells in descending order. The expression values of the same transcripts in IHCs and OHCs are also presented. The color-coded numbers on the right side of each panel represent the ranking of the same transcript in the genes expressed in pillar (P), Deiters' (D), IHCs (I) and OHCs (O).

### Similarity analysis of gene expression profiles among different cell types

SCs and HCs in the organ of Corti are both derived from prosensory progenitor cells during development. We examined underlying biological relationships in gene expression profiles among four different cell types using gene hierarchical clustering analyses. RNA-seq-based transcriptomic data of stria melanocytes (our unpublished data), liver cells, and retinal bipolar cells from published studies (Shekhar et al., 2016; Fradejas-Villar et al., 2017) were also used for comparison. Figure 3A presents the similarity measure of gene expression profiles of the seven cell types using Principal Component Analysis or PCA (Yeung and Ruzzo, 2001). The distance measure shown in the three-dimensional plot reflects global similarity of the gene expression profiles among different cell types. As shown, gene expression profiles of biological replicates of the same cell types from the present study are highly reproducible. 

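Libraries of 1 cell type resembled each other far more than libraries of different cell types did. The correlations were taken over the 11516 genes with a mean above 1 RPKM over the 6 libraries. Pearson correlations across genes on the log2 scale were 0.985 to 0.996 among pillar cell libraries and 0.959 to 0.995 among Deiters' cell libraries, and 0.819 to 0.88 between the cell types. Spearman correlations were 0.988 to 0.996, 0.977 to 0.996 and 0.849 to 0.886, respectively, and genes are not independent replicates in any of them. The SD of the log2 difference between libraries was 0.177 to 0.355 in pillar cells, 0.204 to 0.618 in Deiters' cells and 1.008 to 1.275 between the cell types. Within a cell type, a group of genes set the lanes apart. The 12 lanes fell into 2 sets of 6 by genes that share sequence with other genes, such as members of gene families and pseudogenes. Among 13263 genes above 1 RPKM in at least 1 lane, 528 (4.0%) differed more than 2-fold between the sets in both cell types. In 4 of the 6 libraries the lanes lay in different sets. Lanes of 1 library in the same set had Pearson correlations of 0.993 to 0.995, and those in different sets 0.923 to 0.932. Libraries of 1 cell type compared lane by lane gave 0.989 to 0.994 within a set and 0.921 to 0.93 across sets, and the cell types gave 0.877 to 0.885 and 0.812 to 0.82. Of the 528 genes, 163 were higher in lanes of the one set and 365 in those of the other.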

Not surprisingly, IHCs and OHCs are highly analogous compared to other cell types. Similarly, pillar and Deiters' cells are also analogous to each other; however, the gene expression profile of pillar cells is more similar to HCs than that of the Deiters' cells. Retinal bipolar cells and stria melanocytes, both of neuronal origin, are more closely related to each other but distinct from HCs. Liver cells are even more distinct, reflecting their significant difference from the other cell types, which all have a neural or sensory origin. Similarly, a hierarchical clustering analysis supports these findings (Figure 3B).

**Figure 3:**
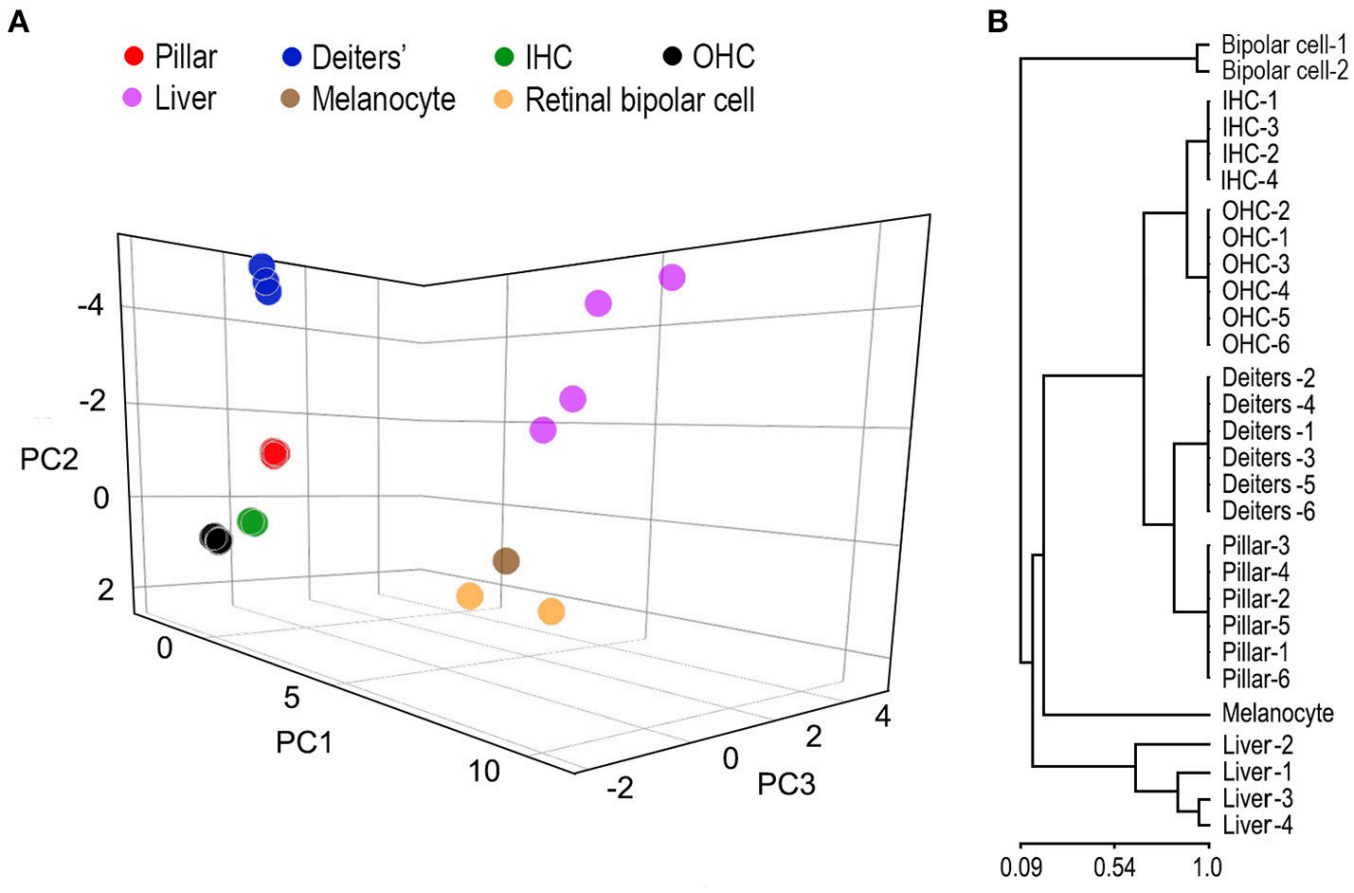
Similarity measures of gene expression profiles among different cell types. **(A)** Principal component analyses of the gene expression profiles of seven different cell types. RNA-seq-based gene expression data of liver cells and retinal bipolar cells were obtained from published work (Shekhar et al., 2016; Fradejas-Villar et al., 2017). Stria melanocyte dataset was from our own unpublished work. These data are normalized with datasets from the organ of Corti. **(B)** Hierarchal clustering analysis of seven cell types.

### Enriched genes in pillar and deiters' cells

Although the majority of the transcripts are commonly expressed in all four cell types, it is important to identify those that are enriched in each cell type as those transcripts may be responsible for unique biological properties. Enriched genes were defined as those whose expression levels were above background and at least 2-fold difference between the two cell types with statistical significance (with *p* ≤ 0.01). We first compared gene expression between pillar and Deiters' cells to identify enriched genes in either population. Such comparison identified 898 and 1,211 genes enriched in Deiters' and pillar cells, respectively. 

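Pillar cells expressed 2534 genes at a higher level than Deiters' cells, and Deiters' cells 2404 at a higher level than pillar cells, out of 17188 tested with limma. On the log2(RPKM + 0.1) scale, the largest differences in pillar cells were in Ednrb, which encodes the endothelin B receptor, and Prdm12, which encodes a transcription factor of sensory neurons. The order depends on the pseudocount: at 0.01 RPKM Gpr152 stood above both, with a log2 fold change of 9.47 against 7.62 for Prdm12 and 6.90 for Ednrb. In Deiters' cells they were in Prg2 and Ear1, which encode granule proteins of eosinophils. Ednrb lies on chromosome 14 from 103814625 to 103844402 (GRCm38) and had 62.5 ± 1.15 RPKM in pillar cells and 0.518 ± 0.0676 in Deiters' cells (SD, n = 3 libraries), a log2 fold change of 6.67 (standard error 0.08, adjusted p = 3.9e-08 from limma). Gad1, the gene of an enzyme that makes the inhibitory transmitter GABA, had 11.6 ± 0.160 RPKM in pillar cells and 0.183 ± 0.0536 in Deiters' cells, and Igfbp3, which encodes a binding protein of insulin-like growth factors, had 7.52 ± 0.389 RPKM in pillar cells and 0.102 ± 0.0262 in Deiters' cells. The metalloprotease gene Adam8 had 12.1 ± 0.455 RPKM in pillar cells and 0.217 ± 0.0338 in Deiters' cells, and Klhdc7b, a gene with a kelch domain, had 13.5 ± 0.135 RPKM in pillar cells and 0.213 ± 0.0496 in Deiters' cells. Batf, a transcription factor gene of lymphocytes and other blood cells, had 6.10 ± 0.437 RPKM in Deiters' cells, and Kcnk5, a potassium channel gene of the tandem-pore family, had 4.59 ± 0.210 RPKM. Both, like the uroplakin gene Upk2 (2.69 ± 0.237 RPKM), were listed at 0 in each pillar cell library. Ces1e and Ces1h, neighbouring carboxylesterase genes that may share reads, had 2.49 ± 0.204 and 2.53 ± 0.553 RPKM in Deiters' cells. Of 14 tested marker genes of Hensen cells, Claudius cells and the outer sulcus, the epithelium beside the Deiters' cells, 8 were higher in Deiters' cells and 3 in pillar cells (the same counts when adjusted over the list alone; camera adjusted p = 0.071, and adjusted p = 0.25 with an estimated correlation). Among them were the transcription factor gene Gata2 (17.8 ± 0.132 RPKM in pillar cells and 82.0 ± 0.255 in Deiters' cells) and Frzb, which encodes a secreted Wnt antagonist (38.3 ± 1.56 RPKM in pillar cells and 340.4 ± 4.25 in Deiters' cells). The paper names 5 of these 14 markers, and among the others 3 were higher in pillar cells and 3 in Deiters' cells. Of 27 general supporting cell markers 7 were higher in pillar cells and 4 in Deiters' cells (camera adjusted p = 0.74, and adjusted p = 0.73 with an estimated correlation). Of 11 pillar cell markers 3 were higher in pillar cells and 4 in Deiters' cells (camera adjusted p = 0.83, and adjusted p = 0.85 with an estimated correlation). The counts of both lists were the same when adjusted over the list alone. The pillar cell markers included S100a6 (42.2 ± 1.50 RPKM in pillar cells and 2.70 ± 0.330 in Deiters' cells), S100b and Bmp2, which were higher in pillar cells, and the small heat shock protein gene Cryab (344 ± 8.68 RPKM in pillar cells and 746 ± 19.8 in Deiters' cells), which was higher in Deiters' cells. Of 47 genes of microtubules, actin and keratins, 9 were higher in pillar cells and 8 in Deiters' cells (the same when adjusted over the list alone; camera adjusted p = 0.37, and adjusted p = 0.56 with an estimated correlation). The actin-severing gelsolin gene Gsn had 1012 ± 11.2 RPKM in pillar cells and 105 ± 0.607 in Deiters' cells, and the keratin gene Krt19 had 59.8 ± 1.54 RPKM in pillar cells and 207 ± 0.801 in Deiters' cells. Genes of blood cells moved with the cell types as well: 5 of 6 tested markers of B and plasma cells, such as Cd79a and Ighm, were higher in pillar cells (5 when adjusted over the list alone; camera adjusted p = 0.009, and adjusted p = 0.18 with an estimated correlation). With a pseudocount of 1 RPKM the counts were 1001 in pillar cells and 778 in Deiters' cells, and with genes above 1 RPKM alone they were 1572 and 1224.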

We also identified 574 and 429 uniquely expressed genes in Deiters' and pillar cells, respectively, among the four cell types examined from the organ of Corti. Figure 4 shows the expression levels and log2-fold difference (values on the right side of each panel) of the top 120 enriched transcripts in pillar and Deiters' cells when they were compared to each other. While the function of most genes shown in Figure 4 has not been characterized in SCs, it is apparent that pillar cells have a greater level of expression of the genes (such as Tmc1, Chrna9, Chrna10, Slc17a8, Otof, Slc26a5, Pou4f3, Slc1a3, Dnajc5b, Clrn1, and Kncn) that are known to be related to HC function and morphology.

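Some genes of hair cell synapses, hair bundles and hair cell development were expressed at much higher levels in pillar cells than in Deiters' cells. Slc1a3, the gene of the glutamate transporter GLAST, was 38.5-fold higher in pillar cells, Clrn1, the Usher syndrome gene of clarin 1, was 40.9-fold higher, and Kncn, the gene of the cilium-associated protein kinocilin, was 25.5-fold higher. Slc1a3 is not a gene of hair cells alone. Earlier work that the paper cites places GLAST mainly in supporting cells around inner hair cells, and the gene is also among the supporting cell markers. Slc1a3 had 213 ± 0.758 RPKM in pillar cells and 5.53 ± 0.272 in Deiters' cells (SD, n = 3 libraries), a log2 fold change of 5.24 (standard error 0.04, adjusted p = 1.5e-08 from limma). Dnajc5b, a cysteine-string protein gene related to the chaperones of synaptic vesicles, had 68.9 ± 2.33 RPKM in pillar cells and 1.76 ± 0.162 in Deiters' cells, a log2 fold change of 5.21 (standard error 0.07, adjusted p = 4.3e-08 from limma). Clrn1 had 25.1 ± 0.160 RPKM in pillar cells and 0.614 ± 0.0442 in Deiters' cells, and Kncn had 201 ± 2.12 RPKM in pillar cells and 7.90 ± 1.03 in Deiters' cells. Pou4f3, a transcription factor gene that hair cells need to survive, had 14.1 ± 0.630 RPKM in pillar cells and 1.85 ± 0.382 in Deiters' cells, a log2 fold change of 2.88 (standard error 0.14, adjusted p = 5e-06 from limma). Of the 18 genes that the paper names as hair cell genes higher in pillar cells, 16 were called higher there and 0 in Deiters' cells (the same when adjusted over the list alone; camera adjusted p = 1e-07, and adjusted p = 0.083 with an estimated correlation). The study picked them on these libraries, so this is not independent evidence. Of 11 inner hair cell markers from a list set without these data, 9 were higher in pillar cells and 1 in Deiters' cells (camera adjusted p = 0.0003, and adjusted p = 0.24 with an estimated correlation). Of 12 outer hair cell markers 7 were higher in pillar cells and 0 in Deiters' cells (camera adjusted p = 0.0076, and adjusted p = 0.23 with an estimated correlation), and both lists gave the same counts when adjusted over the list alone. Among the inner hair cell markers the paper names 4, and the others had 5 higher in pillar cells and 1 in Deiters' cells. It names 6 of the outer hair cell markers, and the others had 3 higher in pillar cells and 0 in Deiters' cells. Atp2a3, a calcium pump gene of inner hair cells, had 116 ± 1.56 RPKM in pillar cells and 5.63 ± 0.241 in Deiters' cells, and Strc, which encodes the stereocilin that links the bundles of outer hair cells, had 3.64 ± 0.313 RPKM in pillar cells and 0.344 ± 0.0232 in Deiters' cells. Ocm, the gene of the outer hair cell calcium buffer oncomodulin, had 308 ± 14.2 RPKM in pillar cells and 89.7 ± 3.77 in Deiters' cells. In the same libraries 11 of 20 tested neutrophil and myeloid markers were higher in pillar cells and 4 in Deiters' cells (12 and 4 when adjusted over the list alone; camera adjusted p = 0.042, and adjusted p = 0.25 with an estimated correlation). Their granule protein gene Ngp had 127 ± 2.24 RPKM in pillar cells and 8.58 ± 1.48 in Deiters' cells.

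**Figure D1:**
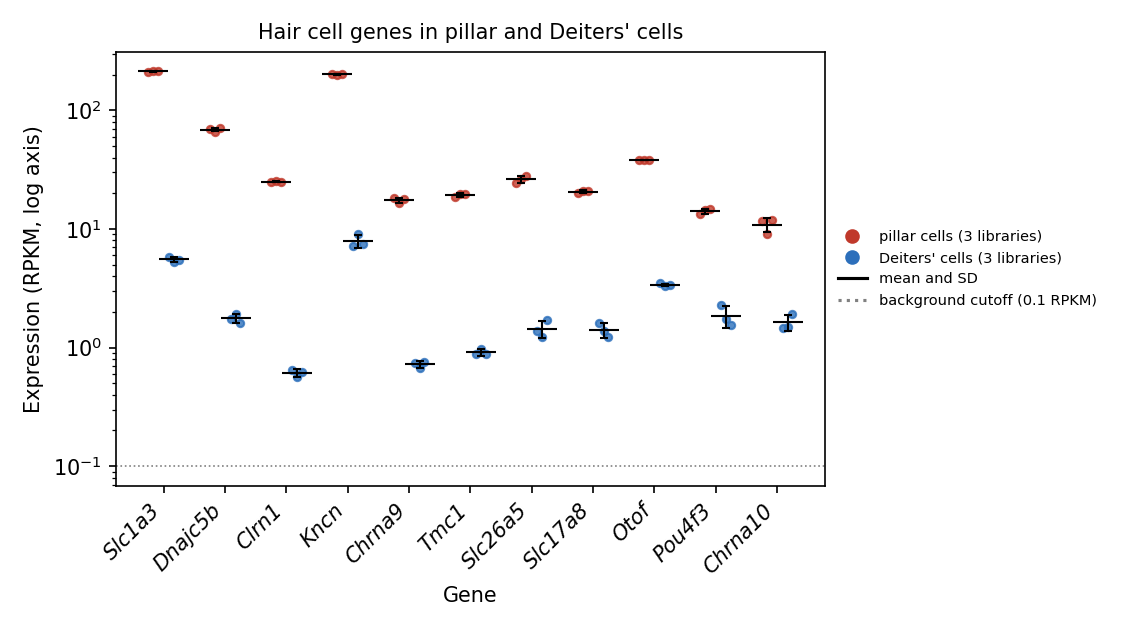
Expression in RPKM, on a log axis, of 11 hair cell genes in the 3 pillar cell libraries (red) and the 3 Deiters' cell libraries (blue), with the mean and SD in black. Every pillar cell library lies above every Deiters' cell library, a separation that chance gives in 10% of genes in either direction, and Clrn1 shows the widest gap.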

**Figure 4:**
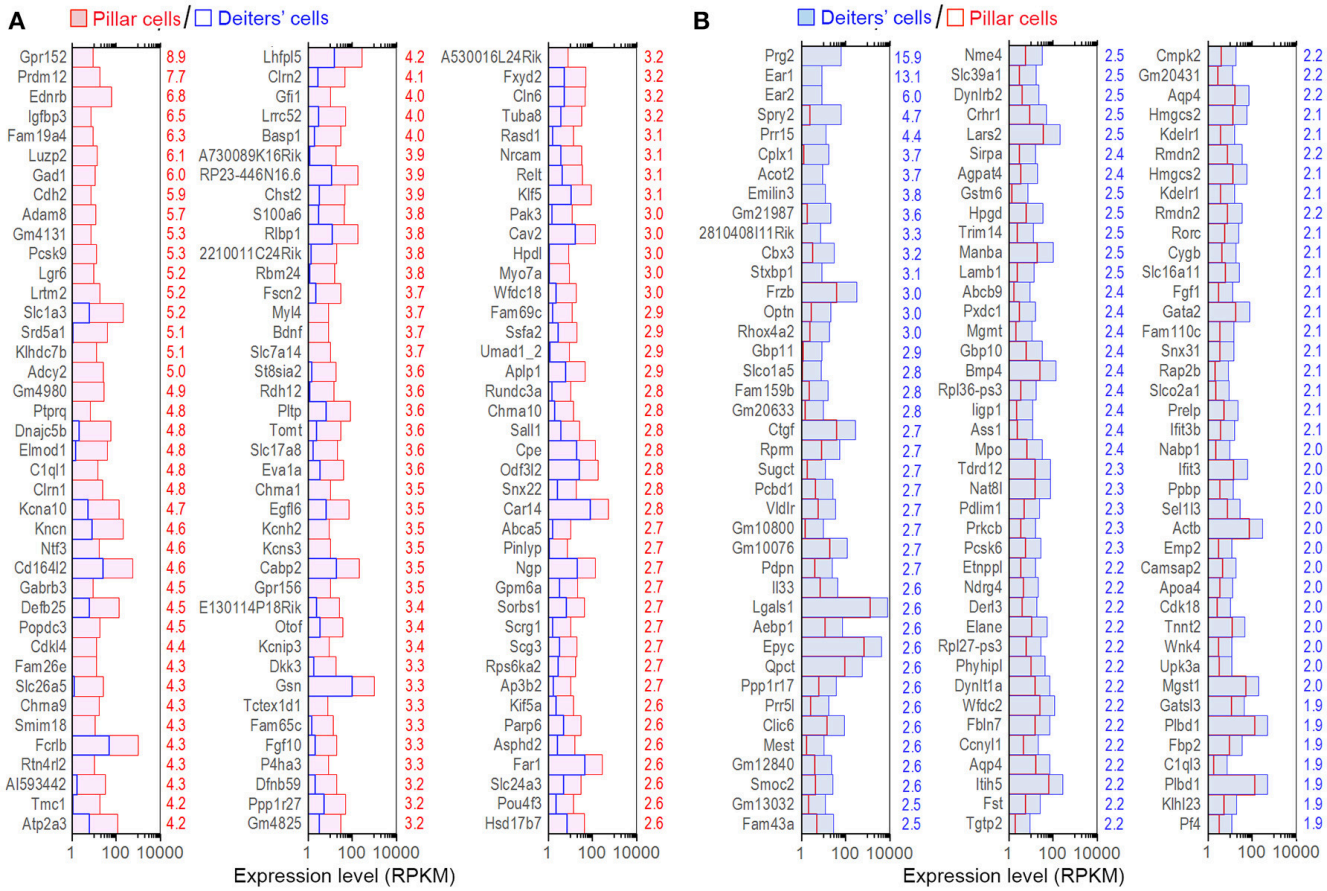
Top 120 enriched genes expressed in pillars and Deiters' cells. **(A)** Top 120 enriched genes expressed in pillar cells with reference to Deiters' cells. **(B)** Top 120 enriched genes expressed in Deiters' cells with reference to pillar cells. The numerical values (color-coded with red for pillar cells and blue for Deiters' cells) on the right side of each panel represent Log2-fold difference in expression between the two cell types.

The expression levels of the transcripts of pillar and Deiters' cells were compared with those of IHCs. Such comparison showed 1,507 and 1,955 enriched genes, respectively in pillar and Deiters' cells. Figures 5A,C present the expression levels and log2-fold differences of the top 120 enriched transcripts in pillar and Deiters' cells compared to IHCs. When compared with OHCs, pillar cells had 1,255 enriched genes and Deiters' cells had 1,184 enriched genes. Figures 5B,D show the top 120 enriched transcripts in pillar and Deiters' cells, compared to OHCs. In enrichment analyses, pillar and Deiters' cells shared more enriched genes than either OHCs or IHCs; however, Deiters' cells shared a greater number of enriched genes with OHCs, while pillar cells shared a greater number of enriched genes with IHCs.

**Figure 5:**
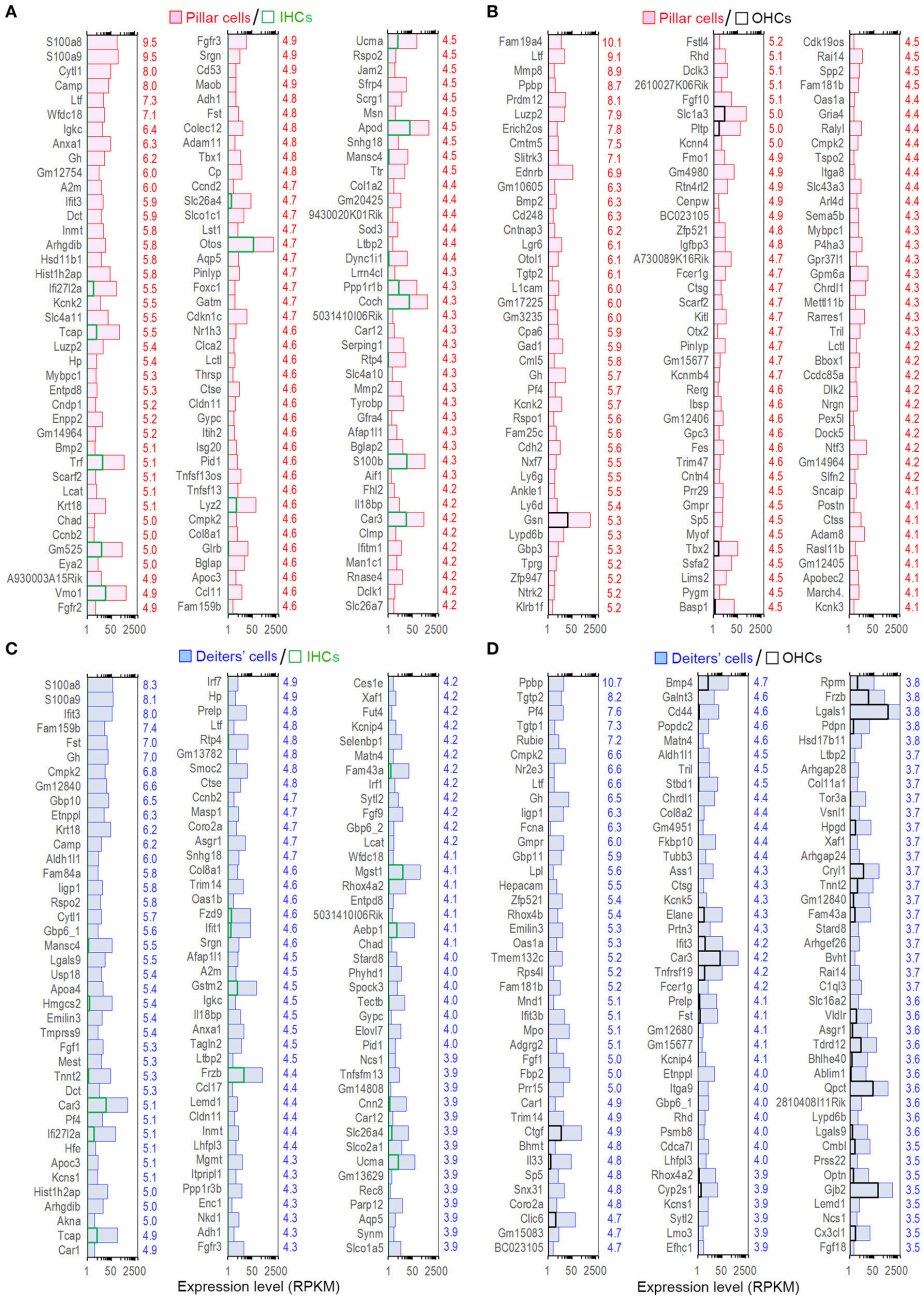
Top 120 enriched genes expressed in pillars and Deiters' cells. **(A,B)** Top 120 enriched genes expressed in pillar cells with reference to IHCs **(A)** and OHCs **(B)**. The values in red on the right side represent Log2-fold difference in expression for pillar cells vs. IHCs or OHCs. **(C,D)**: Top 120 enriched genes expressed in Deiters' cells with comparison to IHCs **(C)** and OHCs **(D)**. Fold difference (in blue) is presented on the right side of each panel.

To determine gene enrichment corresponding to biological processes among the cell types we performed a k-means clustering analysis using iDEP. A total of 1,200 genes were clustered into four associated groups based on similar expression patterns among the cell types (Figure 6). Cluster A (*N* = 310) showed significant enrichment in biological processes, such as sensory perception of sound, inner ear development and HC differentiation. These processes are highly upregulated in IHCs and OHCs; however, pillar cells also showed increased expression of these genes, further supporting a higher degree of relatedness among these cell types. Shared enrichment among IHCs and pillar cells was also noted in Cluster B (*N* = 105), which is associated with biological processes, such as neurogenesis. All four inner ear cell types had significant enrichment in Cluster C (*N* = 428) which included many biological processes associated with general HC and sensory cells functions including cell projection organization and ion transport. Lastly, both Deiters' and pillar cells had upregulated genes in Cluster D (*N* = 357), which includes biological processes involving regulation of tissue development, cell proliferation, and cell response. Note that almost all of the genes in each cluster are downregulated in liver cells, while the commonly upregulated genes further support the enriched biological functions among the cell types of the inner ear.

**Figure 6:**
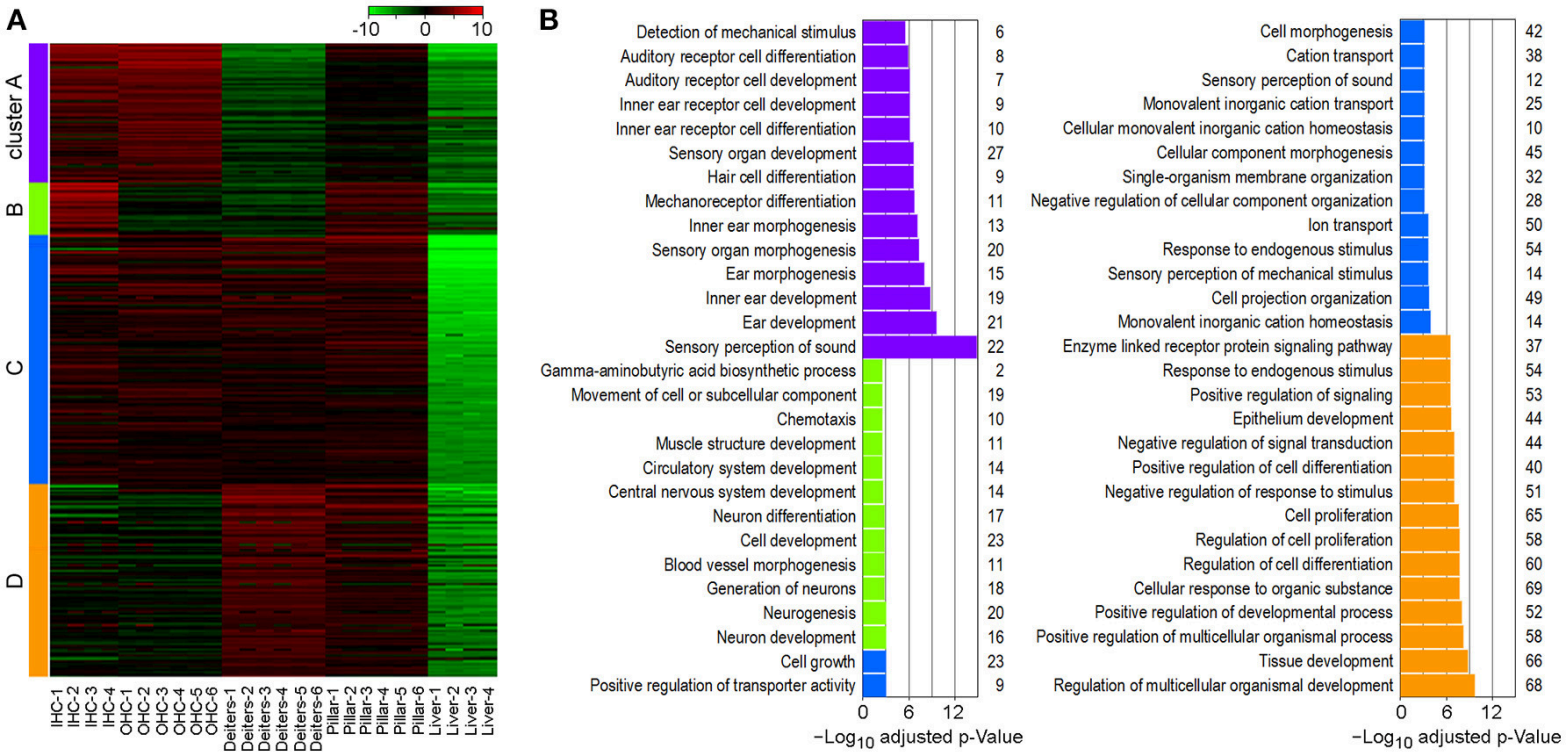
Gene enrichment analysis among inner ear cell types. **(A)** Heatmap generated using K-means clustering analysis of 1,200 genes into four clusters, based on enrichment of associated biological processes among the cell types. Liver cells were included as a negative control. **(B)** Significantly enriched biological processes corresponding to clustering analysis. The *x*-axis shows the negative log_10_ adjusted *p*-value and the number of genes in each enrichment category are shown on the right.

### Pillar and deiters' cells express genes for HC specialization machinery

HCs contain mechanotransduction apparatus in the stereocilia bundle in the apical surface, and ion channels and pre- and post-synaptic specializations in the basolateral and synaptic membranes. OHCs also possess the motor protein prestin (SLC26A5, Zheng et al., 2000) in the basolateral membrane. These morphological and functional specializations are largely responsible for HCs to function as sensory receptor cells. We utilized categories based on HGNC Gene Families/Groupings Nomenclature to analyze genes encoding proteins related to these specializations. Recent mass spectrometry studies also identified >1,100 proteins in stereocilia bundles of mouse vestibular HCs (Krey et al., 2015; Wilmarth et al., 2015). Figure 7 shows expression levels for 102 transcripts encoding stereocilia-associated proteins in IHCs and OHCs. It is apparent that most of those genes expressed in HCs are also expressed in pillar and Deiters' cells. 

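Most genes of the hair bundle were expressed in both pillar and Deiters' cells, and those that differed were mostly higher in pillar cells. Of 43 genes of stereocilia and mechanotransduction from a list set without these data, 38 were above 0.1 RPKM in pillar cells, 38 in Deiters' cells and 36 in both. Their median expression was 7.26 RPKM in pillar cells and 2.01 RPKM in Deiters' cells. Of the 40 tested, 25 were called higher in pillar cells and 6 in Deiters' cells (the same when adjusted over the list alone; camera adjusted p = 1.3e-05, and adjusted p = 0.12 with an estimated correlation). The paper names 11 of them, and of the others 17 were higher in pillar cells and 5 in Deiters' cells. Espn, which encodes the actin-bundling protein espin, had 7.13 ± 0.440 RPKM in pillar cells and 1.93 ± 0.197 in Deiters' cells (SD, n = 3 libraries), and Ptprq, whose product belongs to the shaft connectors between stereocilia, had 7.26 ± 0.294 RPKM in pillar cells and 0.257 ± 0.0556 in Deiters' cells. Pdzd7, a gene of the ankle-link complex, went the other way, with 0.0584 ± 0.0191 RPKM in pillar cells and 1.66 ± 0.110 in Deiters' cells, and was called higher in Deiters' cells at a log2 fold change of -3.48 (standard error 0.14, adjusted p = 3e-06 from limma). These 3 genes were chosen after their values were seen. Markers of other cells went both ways in the same libraries. The platelet gene Ppbp was higher in Deiters' cells, at a log2 fold change of -1.89 (standard error 0.14, adjusted p = 3.5e-05 from limma). Among 17 markers of bone and fibrocytes 10 were higher in pillar cells and 1 in Deiters' cells.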

Myo6, considered as a HC-specific marker, is expressed in Deiters' cells (RPKM value: 109.22) with the expression level comparable to IHCs (99.36) and OHCs (102.7). The expression of Myo6 is also detected in pillar cells (33.76). 

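Myo6, which encodes the unconventional myosin VI that anchors the base of stereocilia, was expressed in both supporting cell types and was higher in Deiters' cells. It lies on chromosome 9 from 80165031 to 80311729 (GRCm38) and had 33.8 ± 0.449 RPKM in pillar cells and 109 ± 2.86 in Deiters' cells (SD, n = 3 libraries), or 3.23-fold more in Deiters' cells. This is a log2 fold change of -1.69 (standard error 0.03, adjusted p = 1e-07 from limma), and every Deiters' cell library was above every pillar cell library.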

Myo7a, another HC-specific marker, is also expressed in pillar and Deiters' cells, and Myo15 is detected in pillar cells.

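Myo7a and Myo15, which encode motor proteins of stereocilia, were both higher in pillar cells than in Deiters' cells, and both were above 0.1 RPKM in Deiters' cells as well. Myo7a had 8.60 ± 0.296 RPKM in pillar cells and 1.19 ± 0.0697 in Deiters' cells (SD, n = 3 libraries), a 7.25-fold difference and a log2 fold change of 2.76 (standard error 0.07, adjusted p = 3.8e-07 from limma). Myo15 had 3.40 ± 0.163 RPKM in pillar cells and 0.441 ± 0.0436 in Deiters' cells, a 7.69-fold difference and a log2 fold change of 2.69 (standard error 0.10, adjusted p = 2e-06 from limma).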

**Figure 7:**
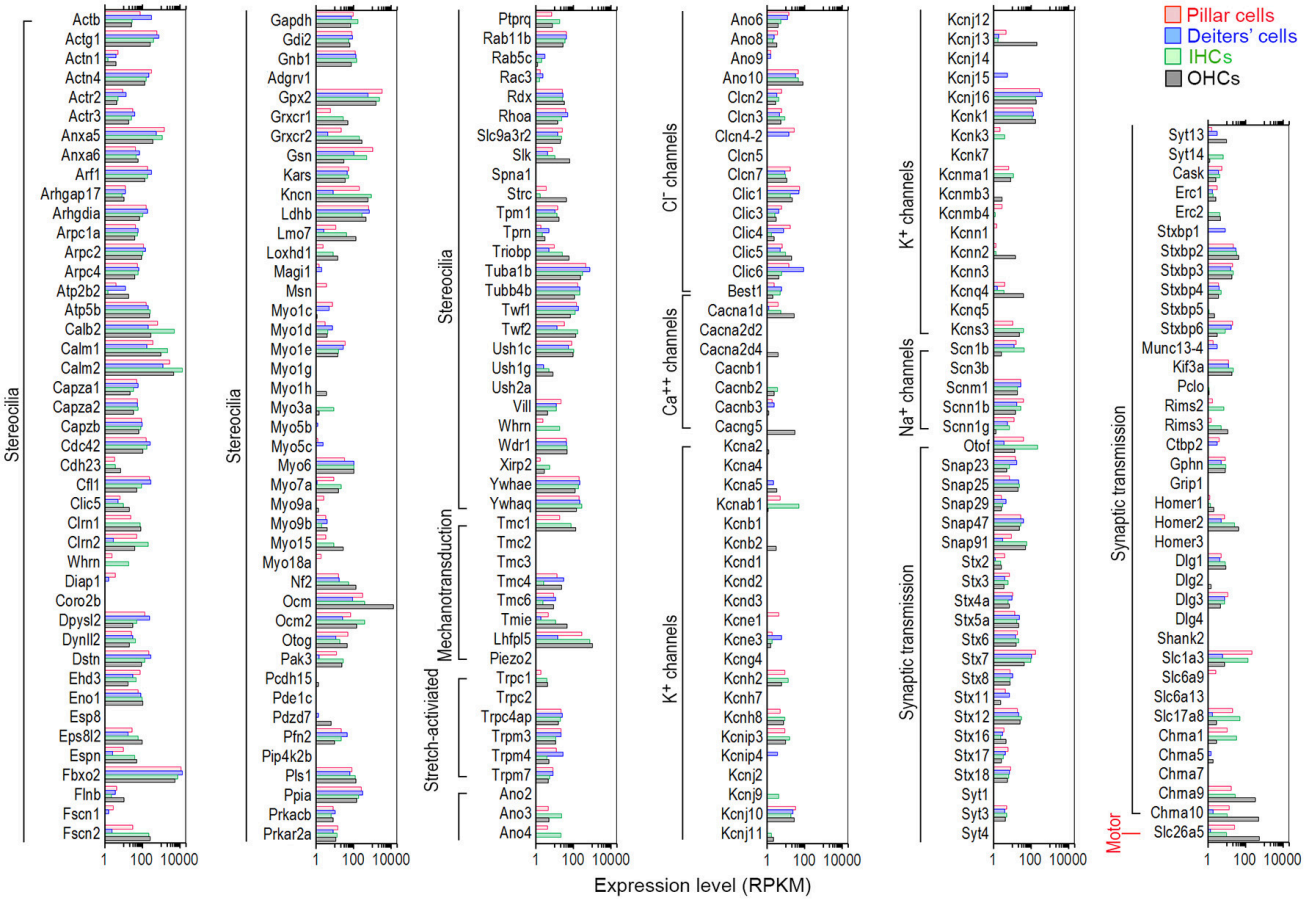
Comparison of expression levels of genes related to HC specializations among pillar cells, Deiters' cells, IHCs, and OHCs. Genes that are currently known to encode proteins important for mechanotransduction apparatus (stereocilia structure, tip-links, and mechanotransduction channels), ion channels, synaptic transmissions, and somatic motility in the apical, basolateral and synaptic membranes are included.

All HCs contain mechanotransduction channels in the stereocilia. Five proteins (TMHS/LHFPL5, TMIE, TMC1, TMC2, and PIEZO2) are candidates of mechanotransduction channels and accessory elements (Kawashima et al., 2011; Pan et al., 2013; Wu et al., 2017). 

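Tmc1, which encodes a pore-forming subunit of the mechanotransduction channel of hair cells, was expressed in pillar cells and at a low level, above the background cutoff, in Deiters' cells. It had 19.3 ± 0.684 RPKM in pillar cells and 0.913 ± 0.0590 in Deiters' cells (SD, n = 3 libraries), a 21.2-fold difference. Tmc1 (ENSMUSG00000024749) lies on chromosome 19 from 20783458 to 20954202 (GRCm38), and the difference is a log2 fold change of 4.26 (standard error 0.06, adjusted p = 7e-08 from limma), with every pillar cell library above every Deiters' cell library.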

Tmc1, expressed at relatively high levels in both IHCs (61.16) and OHCs (127.27), was expressed in pillar (19.34) and Deiters' (0.91) cells (Figure 7). Tmc2 was not detected in any of the cell types in adult mice. 

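Tmc2, the paralog of Tmc1 that is used by immature hair cells, was below the background cutoff in both supporting cell types. Its mean was 0.00512 RPKM over the 3 pillar cell libraries, and it was listed at 0 in each Deiters' cell library. It was not detectable above background at this depth, and it was not tested.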

The roles of Tmc4 and Tmc6 are unknown, but they were also expressed in all four cell types. 

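Tmc4 and Tmc6, members of the same gene family as Tmc1, were expressed in both supporting cell types, at higher values in Deiters' cells. Tmc4 had 11.8 ± 0.404 RPKM in pillar cells and 28.4 ± 0.503 in Deiters' cells (SD, n = 3 libraries), and was called higher in Deiters' cells, 2.40-fold, at a log2 fold change of -1.26 (standard error 0.04, adjusted p = 7.3e-07 from limma). Tmc6 had 8.68 ± 0.450 RPKM in pillar cells and 13.0 ± 0.700 in Deiters' cells. Its difference stayed under 2-fold and was not called, at a log2 fold change of -0.58 (standard error 0.06, adjusted p = 0.00015 from limma).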

Lhfpl5, a component of the HC's mechanotransduction machinery that may couple PCDH15 to the transduction channel (Xiong et al., 2012), was highly expressed in IHCs (637.73) and OHCs (1061.74). It was also expressed in Deiters' cells (12.12), and especially in pillar cells (270.92) with relatively high level of expression. 

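Lhfpl5, whose product links the tip link to the transduction channel, was among the more highly expressed hair cell genes of pillar cells. It had 271 ± 7.32 RPKM in pillar cells and 12.1 ± 0.593 in Deiters' cells (SD, n = 3 libraries), a 22.4-fold difference. Lhfpl5 (ENSMUSG00000062252) lies on chromosome 17 from 28575641 to 28585679 (GRCm38), and limma gave a log2 fold change of 4.47 with a standard error of 0.04 and an adjusted p = 2.3e-08. The lowest of the pillar cell libraries was far above the highest Deiters' cell library.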

TMIE may form a ternary complex with the tip-link component PCDH15 and its binding partner TMHS/LHFPL5 (Zhao et al., 2014). 

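Tmie, the gene of a small membrane protein of the hair cell transduction complex, was expressed in pillar and Deiters' cells and was higher in pillar cells. It had 4.77 ± 0.377 RPKM in pillar cells and 1.80 ± 0.295 in Deiters' cells (SD, n = 3 libraries), a 2.65-fold difference and a log2 fold change of 1.36 (standard error 0.13, adjusted p = 9.5e-05 from limma).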

Tmie was expressed in all four cell types, with highest expression in OHCs (48.23). 

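Piezo2, the gene of a mechanically activated cation channel of touch receptors, was below the background cutoff in both supporting cell types. Its means were 0.0473 RPKM over the 3 pillar cell libraries and 0.00123 RPKM over the 3 Deiters' cell libraries, and it was not tested.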

Interestingly, Piezo2, encoding PIEZO2 protein that may be the second ion channels in the apical surface of HCs (Wu et al., 2017), was not detected in any of the four cell types. Piezo2 was also not detected in our microarray study (Liu et al., 2014). We also examined genes encoding stretch-activated ion channels in HCs, although that these channels are unlikely responsible for mechanotransduction in the stereocilia (Wu et al., 2016). 

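The transient receptor potential genes Trpm3, Trpm4 and Trpm7, which encode cation channels, and Trpc4ap, which encodes a protein that binds a channel of this family, were expressed in pillar and Deiters' cells. Trpm3 had 21.5 ± 0.270 RPKM in pillar cells and 22.5 ± 0.346 in Deiters' cells (SD, n = 3 libraries), and Trpm7 had 8.71 ± 0.173 RPKM in pillar cells and 8.38 ± 0.0753 in Deiters' cells. Trpc4ap had 22.6 ± 0.275 RPKM in pillar cells and 27.5 ± 0.668 in Deiters' cells. Trpm4, a channel opened by calcium inside the cell, had 5.13 ± 0.118 RPKM in pillar cells and 12.7 ± 0.503 in Deiters' cells and was the 1 gene of the 4 called different, higher in Deiters' cells at a log2 fold change of -1.29 (standard error 0.05, adjusted p = 1.6e-06 from limma).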

Moderate expression of transient receptor ion channel genes Trpc4ap, Trpm3, Trpm4, and Trpm7 was detected in all four cell types. 

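Cdh23 and Pcdh15, which encode the cadherin and protocadherin that together form the tip link, differed from each other in how they compared between pillar and Deiters' cells. Cdh23 was far higher in pillar cells, with 3.37 ± 0.0707 RPKM in pillar cells and 0.0990 ± 0.0141 in Deiters' cells (SD, n = 3 libraries), a log2 fold change of 4.13 (standard error 0.11, adjusted p = 5.1e-07 from limma). The mean of Cdh23 in Deiters' cells was just under the 0.1 RPKM background. Pcdh15 had 0.737 ± 0.00195 RPKM in pillar cells and 0.869 ± 0.0435 in Deiters' cells, a log2 fold change of -0.21 (standard error 0.10, adjusted p = 0.096 from limma), and was not called. Of the 15 tested mechanotransduction genes that the paper names, 6 were called higher in pillar cells and 3 in Deiters' cells (the same when adjusted over the list alone; camera adjusted p = 0.59, and adjusted p = 0.7 with an estimated correlation). The paper draws candidates among these genes from earlier work and discusses others by their levels in the same libraries, so the count is not taken as independent evidence.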

Relatively low-level expression of Cdh23 and Pcdh15, encoding tip-link components, was also detected in pillar and Deiters' cells.

Ion channels in the basolateral and synaptic membranes of HCs are important for establishing and maintaining membrane potential, shaping receptor potentials, trigging neurotransmitter release, and regulating cell volume (Kros, 1996). Figure 7 lists genes that encode various types of Cl^−^, Ca^2+^, Na^+^, and K^+^ channels. Most ion channel-related genes that are expressed in HCs were also expressed in pillar and Deiters' cells. However, several genes had greater expression in pillar and Deiters' cells than in HCs. For example, the expression of Cl^−^ channels genes (Ano6, Clic1, Clic3, Clic4, and Clic6) was greater in pillar and Deiters' cells than in HCs. 

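Ion channel genes of hair cells were mostly expressed in both supporting cell types, and most of those that differed were higher in pillar cells. Of 25 genes in a list of hair cell ion channels set without these data, 20 were above 0.1 RPKM in pillar cells, 22 in Deiters' cells and 19 in both. Of the 23 tested, 13 were called higher in pillar cells and 2 in Deiters' cells (the same when adjusted over the list alone; camera adjusted p = 0.0034, and adjusted p = 0.12 with an estimated correlation). The paper names 6 of them, and of the others 9 were higher in pillar cells and 2 in Deiters' cells. Markers of other cells moved too: 5 of 6 of B and plasma cells were higher in pillar cells, and 9 of 11 of platelets in Deiters' cells. Kcna10, a voltage-gated potassium channel gene of hair cells, had 131 ± 2.46 RPKM in pillar cells and 4.41 ± 0.359 in Deiters' cells (SD, n = 3 libraries), a log2 fold change of 4.86 (standard error 0.06, adjusted p = 3.9e-08 from limma). Kcnma1, whose product carries the large calcium-activated potassium current of inner hair cells, had 6.49 ± 0.0746 RPKM in pillar cells and 0.429 ± 0.0487 in Deiters' cells, and Kcnh2, the gene of another voltage-gated potassium channel, had 9.45 ± 0.580 RPKM in pillar cells and 0.955 ± 0.0600 in Deiters' cells.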

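The chloride channel genes Ano6, Clic1, Clic3, Clic4 and Clic6 were all expressed in pillar and Deiters' cells, and Clic6 was the 1 of them called different, higher in Deiters' cells. Clic6, an intracellular chloride channel gene, had 14.0 ± 0.485 RPKM in pillar cells and 100.2 ± 1.11 in Deiters' cells (SD, n = 3 libraries), a 7.15-fold difference and a log2 fold change of -2.83 (standard error 0.03, adjusted p = 3.7e-08 from limma). Clic1 had 52.1 ± 1.99 RPKM in pillar cells and 57.6 ± 1.36 in Deiters' cells, and Clic3 had 6.65 ± 0.30 and 6.57 ± 1.18. Clic4 had 16.5 ± 0.202 RPKM in pillar cells and 8.40 ± 0.201 in Deiters' cells and fell short of a 2-fold difference, at a log2 fold change of 0.96 (standard error 0.04, adjusted p = 1.8e-06 from limma). Ano6, whose product also moves lipids between the leaflets of the membrane, had 14.8 ± 0.239 RPKM in pillar cells and 12.7 ± 0.332 in Deiters' cells.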

Kcnj16, encoding an inward-rectifier type potassium channel that may be involved in the regulation of fluid and pH balance, was expressed in all four cell types with greater expression in pillar and Deiters' cells. 

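Kcnj10, the gene of an inward-rectifier potassium channel of supporting cells, and Kcnk1, the gene of a leak potassium channel, were expressed at similar levels in pillar and Deiters' cells. Kcnj10 had 33.5 ± 0.762 RPKM in pillar cells and 25.0 ± 1.39 in Deiters' cells (SD, n = 3 libraries), a log2 fold change of 0.42 (standard error 0.05, adjusted p = 0.00021 from limma). Kcnk1 had 123 ± 2.25 RPKM in pillar cells and 133 ± 1.85 in Deiters' cells, a log2 fold change of -0.11 (standard error 0.02, adjusted p = 0.0058 from limma). Neither difference reached 2-fold, so neither gene was called.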

Kcnj10 and Kcnk1 were moderately expressed in these four cell types. 

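Of the calcium channel genes Cacna1d, Cacnb3 and Cacng5, Cacna1d and Cacng5 were higher in pillar cells than in Deiters' cells. Cacna1d, whose channel triggers transmitter release from inner hair cells, had 3.77 ± 0.332 RPKM in pillar cells and 1.29 ± 0.0705 in Deiters' cells (SD, n = 3 libraries), a log2 fold change of 1.48 (standard error 0.09, adjusted p = 1.5e-05 from limma). Cacng5, the gene of a small auxiliary subunit, had 0.704 ± 0.113 RPKM in pillar cells and 0.203 ± 0.0840 in Deiters' cells, a log2 fold change of 1.43 (standard error 0.23, adjusted p = 0.0013 from limma), and with a pseudocount of 1 RPKM its log2 fold change was 0.50 and it was not called. Cacnb3, a gene of a beta subunit, had 1.69 ± 0.0716 RPKM in pillar cells and 2.33 ± 0.282 in Deiters' cells and was not called, at a log2 fold change of -0.43 (standard error 0.10, adjusted p = 0.0083 from limma). Of the 12 tested ion channel genes that the paper names, 2 were called higher in pillar cells and 1 in Deiters' cells (the same when adjusted over the list alone; camera adjusted p = 0.74, and adjusted p = 0.75 with an estimated correlation). This list, chosen by the study on these libraries, is not independent evidence.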

Genes encoding calcium channels (Cacna1d, Cacnb3, and Cacng5) were also expressed in all four cell types, although their expression in pillar and Deiters' cells was at lower levels.

HCs contain ribbon synapses that are associated with afferent innervation. HCs, especially OHCs, also contain efferent synapses with nicotinic cholinergic receptors alpha9/10 subunits (Elgoyhen et al., 1994, 2001). We examined genes associated with neurotransmitter vesicle transport and release, pre- and post-synaptic scaffolding proteins, and nicotinic cholinergic receptors in pillar and Deiters' cells. It is apparent from Figure 7 that many genes associated with synaptic transmission are expressed in pillar and Deiters' cells at levels similar to HCs. 

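Genes of the hair cell synapse were expressed in both supporting cell types, and the members that differed were mostly higher in pillar cells. Of 29 genes of transmitter release and the ribbon synapse in a list set without these data, 27 were above 0.1 RPKM in pillar cells and 25 in Deiters' cells, the latter all in both. Of the 27 tested, 12 were called higher in pillar cells and 2 in Deiters' cells (the same when adjusted over the list alone; camera adjusted p = 0.00033, and adjusted p = 0.11 with an estimated correlation). The paper names 14 of them, and of the others 4 were higher in pillar cells and 1 in Deiters' cells. Cabp2, which encodes a calcium sensor that keeps the calcium channels of inner hair cells open, had 208 ± 4.54 RPKM in pillar cells and 19.2 ± 0.221 in Deiters' cells (SD, n = 3 libraries), a log2 fold change of 3.44 (standard error 0.03, adjusted p = 1.5e-08 from limma). The platelet chemokine gene Pf4 went the other way in the same libraries, with 3.48 ± 1.11 RPKM in pillar cells and 13.7 ± 1.51 in Deiters' cells. Neutrophil and myeloid markers moved mostly with the synapse list, with 11 of 20 higher in pillar cells and 4 in Deiters' cells.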

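Otof, which encodes the calcium sensor otoferlin of hair cell transmitter release, was higher in pillar cells than in Deiters' cells. It had 38.1 ± 0.231 RPKM in pillar cells and 3.38 ± 0.0846 in Deiters' cells (SD, n = 3 libraries), an 11.3-fold difference and a log2 fold change of 3.46 (standard error 0.04, adjusted p = 2.5e-08 from limma).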

Otof was highly expressed in IHCs (Yasunaga et al., 1999), followed by pillar cells, OHCs and Deiters' cells. Ctbp2 (Ribeye) was also expressed in pillar and Deiters' cells. 

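Ctbp2, whose gene also gives rise to the ribbon protein RIBEYE, was expressed at similar levels in pillar and Deiters' cells. It had 5.91 ± 0.306 RPKM in pillar cells and 4.99 ± 0.128 in Deiters' cells (SD, n = 3 libraries). The difference of 0.24 on the log2 scale (standard error 0.06, adjusted p = 0.0073 from limma) was under 2-fold and was not called. The values are per gene, so the transcript of RIBEYE cannot be told from that of the CTBP2 repressor.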

Slc17a8 (Ruel et al., 2008), encoding VGLUT3 that transports glutamate into synaptic vesicles, was also expressed in pillar cells with an expression level greater than that of OHCs. 

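Slc17a8, the gene of the vesicular glutamate transporter that fills synaptic vesicles of inner hair cells, was 14.7-fold higher in pillar cells than in Deiters' cells. It had 20.7 ± 0.474 RPKM in pillar cells and 1.40 ± 0.204 in Deiters' cells (SD, n = 3 libraries), a log2 fold change of 3.80 (standard error 0.10, adjusted p = 4.8e-07 from limma).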

Interestingly, Slc1a3, encoding the GLAST protein (a member of a high affinity glutamate transporter family) and necessary for rapidly removing released glutamate from the synaptic cleft (Velaz-Faircloth et al., 1996), was detected in both IHCs and OHCs with differential expression favoring IHCs. Slc1a3 was also detected in adult zebrafish HCs and mouse cochlear and vestibular HCs using RNA-seq (Scheffer et al., 2015; Barta et al., 2018) and microarray (Liu et al., 2014). Previous studies using electrophysiology, immunocytochemistry and electron microscopy have shown that GLAST is mainly detected in SCs surrounding IHCs (Furness and Lehre, 1997; Glowatzki et al., 2006) and in vestibular HCs (Takumia et al., 1997). Figure 7 shows that the highest expression of Slc1a3 is seen in pillar cells, followed by IHCs. Chrna10 and Chrna9 were also detected in pillar and Deiters' cells with levels comparable to IHCs. 

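Chrna9 and Chrna10, which encode the subunits of the acetylcholine receptor beneath the efferent nerve endings on outer hair cells, were both higher in pillar cells than in Deiters' cells. Chrna9 had 17.5 ± 0.846 RPKM in pillar cells and 0.722 ± 0.0481 in Deiters' cells (SD, n = 3 libraries), a 24.2-fold difference and a log2 fold change of 4.42 (standard error 0.07, adjusted p = 8.6e-08 from limma). Chrna10 had 10.8 ± 1.50 RPKM in pillar cells and 1.63 ± 0.252 in Deiters' cells, a 6.66-fold difference and a log2 fold change of 2.66 (standard error 0.14, adjusted p = 7.9e-06 from limma). In Deiters' cells both were above the 0.1 RPKM background.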

Finally, Slc26a5, encoding the motor protein prestin of OHCs (Zheng et al., 2000), was highly expressed in OHCs followed by pillar cells. Lower level expression of Slc26a5 was detected in Deiters' cells and IHCs. 

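Slc26a5, the gene of prestin, was expressed in pillar cells and at a low level in Deiters' cells. It had 26.4 ± 1.77 RPKM in pillar cells and 1.43 ± 0.236 in Deiters' cells (SD, n = 3 libraries), an 18.4-fold difference. Slc26a5 (ENSMUSG00000029015) lies on chromosome 5 from 21810655 to 21865604 (GRCm38), and the difference is a log2 fold change of 4.12 (standard error 0.12, adjusted p = 6.2e-07 from limma). The deposited values are per gene and hold no information on its splice forms.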

Slc26a5 is known to have five alternative spliced transcripts, three of which are protein coding genes. Interestingly, 4 transcripts were detected in both OHCs and pillar cells. Two transcripts were expressed in IHCs and one was expressed in Deiters' cells. Taken together, comparisons between pillar cells and Deiters' cells showed that pillar cells have a higher level of expression of genes that are related to HC functions including mechanotransduction (such as Tmc1, Lhfpl5, Tmie and Cdh23), basolateral membrane conductance (Cacna1d, Cacng5, Kcnj13, Kcnj16), synaptic transmission (such as Slc17a8, Otof, Slc1a3, Chrna9, and Chrna10), and OHC electromotility (Slc26a5).

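Across the machinery of the hair cell, pillar cells expressed more of the genes at a higher level than Deiters' cells did. Of 114 tested genes of hair cell specializations, in a list set without these data, 63 were higher in pillar cells, 13 were higher in Deiters' cells and the others were not called. The median log2 fold change of the list was 1.38. The members higher in pillar cells covered the transduction channel, the hair bundle, basolateral channels, the ribbon synapse and electromotility. The counts were the same when adjusted over the list alone, and the camera adjusted p = 1e-07, and adjusted p = 0.083 with an estimated correlation. Of 125 members in the table, 107 were above 0.1 RPKM in pillar cells and 105 in Deiters' cells. Among 16 tested transcription factors of hair cells, 8 were higher in pillar cells and 2 in Deiters' cells (the same when adjusted over the list alone; camera adjusted p = 0.031, and adjusted p = 0.19 with an estimated correlation). Gfi1, which hair cells need to survive, had 10.3 ± 0.0663 RPKM in pillar cells and 0.702 ± 0.0649 in Deiters' cells (SD, n = 3 libraries), and Tbx2, which sets inner hair cell identity, had 51.8 ± 1.10 RPKM in pillar cells and 19.1 ± 0.835 in Deiters' cells. Eya1, which acts early in the development of the ear, was higher in Deiters' cells, with 17.8 ± 0.572 RPKM in pillar cells and 37.9 ± 0.299 in Deiters' cells. Kcnj13, an inward-rectifier potassium channel gene, had 9.37 ± 1.06 RPKM in pillar cells and 4.84 ± 0.292 in Deiters' cells, a log2 fold change of 0.93 that was under 2-fold. Without pillar cell replicate 3 it reached 1.01 and was called higher in pillar cells. Markers of other cells moved in the same libraries: of 15 red cell genes 6 were higher in pillar cells and 1 in Deiters' cells (camera adjusted p = 0.027, and adjusted p = 0.19 with an estimated correlation). Of 14 macrophage genes 6 were higher in pillar cells and 0 in Deiters' cells (camera adjusted p = 0.1, and adjusted p = 0.24 with an estimated correlation), and both counts were the same when adjusted over the list alone. From the comparison of pillar and Deiters' cells gene by gene in Figure 7, the paper concludes that pillar cells express genes of hair cell function at a higher level, in mechanotransduction, membrane conductance, synaptic transmission and electromotility. For the likeness of pillar cells to hair cells it also draws on principal component and clustering analyses of whole profiles, and it checked single genes by q-PCR. In its discussion it proposes that the 2 supporting cell types have the capacity to work as hair cells, and that pillar cells have the greater capacity to be converted into them.

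**Figure D2:**
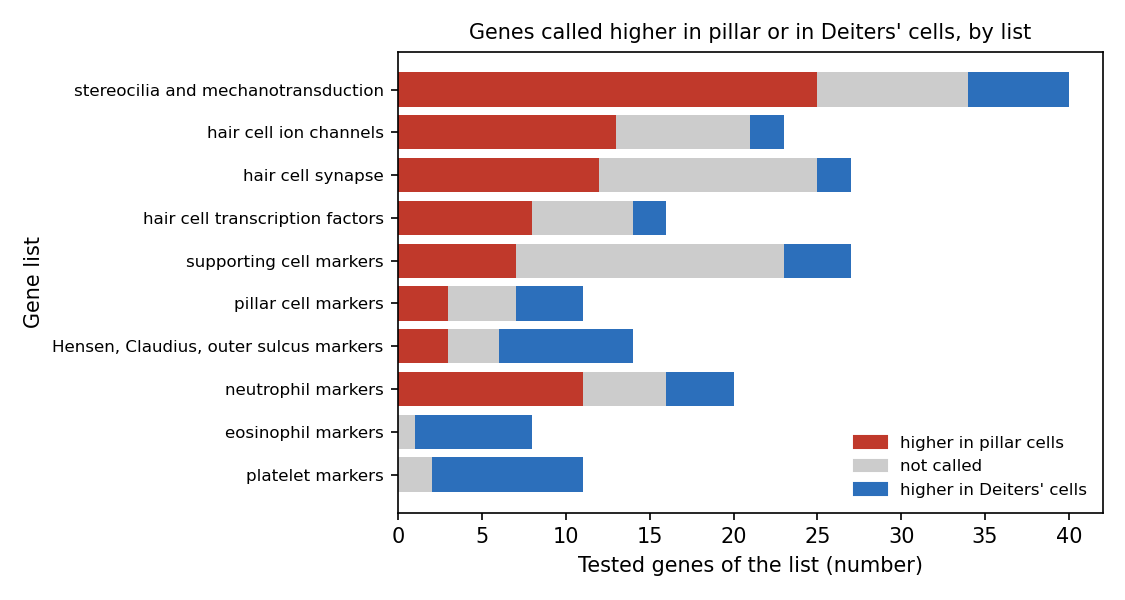
Number of tested genes of 10 lists (horizontal axis) that were called higher in pillar cells (red), called higher in Deiters' cells (blue) or not called (grey). The 4 hair cell lists at the top hold more red than blue, with 25 genes of stereocilia and mechanotransduction higher in pillar cells against 6, and the eosinophil and platelet markers at the bottom hold no red.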

### Expression of cell cycle control and deafness-related genes in pillar and deiters' cells

We also analyzed expression of genes important for cell cycle regulation in pillar and Deiters' cells. Analyses of cell cycle regulation genes in these two cell types may identify differences between mammalian and lower vertebrate SCs and illuminate a road map for targeted manipulation of genes to induce SC conversion to HCs in mammals. It is estimated that the mammalian cells may have up to 1,000 genes that are involved in cell cycle regulation (Forrest et al., 2003). We examined the expression of 223 genes commonly assayed in a PCR array for cell cycle regulation. These genes are involved in promoting or inhibiting progression of the cell cycle and regulating the transitions between each of the phases, as well as DNA replication, checkpoints, and arrest. 

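Genes that drive the cell cycle and genes that hold it back were expressed in both pillar and Deiters' cells. The list of inhibitors had a higher median than that of the promoters, but the 2 lists were not tested against each other. Of 38 genes that promote the cell cycle, 31 were above 0.1 RPKM in pillar cells and 36 in Deiters' cells, with medians of 1.37 and 1.14 RPKM. Of 22 inhibitors, 21 were above it in each cell type, with medians of 8.01 RPKM in pillar cells and 8.57 RPKM in Deiters' cells. Between the cell types the promoters went both ways, with 5 of 36 higher in pillar cells and 7 in Deiters' cells (the same when adjusted over the list alone; camera adjusted p = 0.69, and adjusted p = 0.7 with an estimated correlation). Their median log2 fold change of 0.15 and mean of -0.05 differed in sign. Cdc25b, a phosphatase gene that starts mitosis, was higher in pillar cells (2.73 ± 0.0915 RPKM in pillar cells and 0.556 ± 0.0498 in Deiters' cells, SD, n = 3 libraries). Mcm2, a gene of the helicase that opens DNA for replication, was higher in Deiters' cells (0.0777 ± 0.0358 RPKM in pillar cells and 3.13 ± 0.362 in Deiters' cells), as was the mitotic kinase gene Aurkb (listed at 0 RPKM in pillar cells and 0.788 ± 0.0942 in Deiters' cells). Of 21 tested inhibitors, 2 were higher in pillar cells and 2 in Deiters' cells (the same when adjusted over the list alone; camera adjusted p = 0.95, and adjusted p = 0.96 with an estimated correlation). Cdkn2d and Cdkn1c, which encode inhibitors of cyclin-dependent kinases, were higher in pillar cells, at 118 ± 5.93 RPKM in pillar cells and 47.8 ± 2.62 in Deiters' cells, and at 24.7 ± 0.923 RPKM in pillar cells and 10.6 ± 0.132 in Deiters' cells. Wee1, a kinase gene that delays mitosis, was higher in Deiters' cells, at 1.22 ± 0.0256 RPKM in pillar cells and 5.96 ± 0.321 in Deiters' cells. The genes come from a list set without these data and not from the panel of the PCR array.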

Except for a few genes that were not detected, the majority were expressed in pillar and Deiters' cells with the levels similar to HCs (Figure 8A).

**Figure 8:**
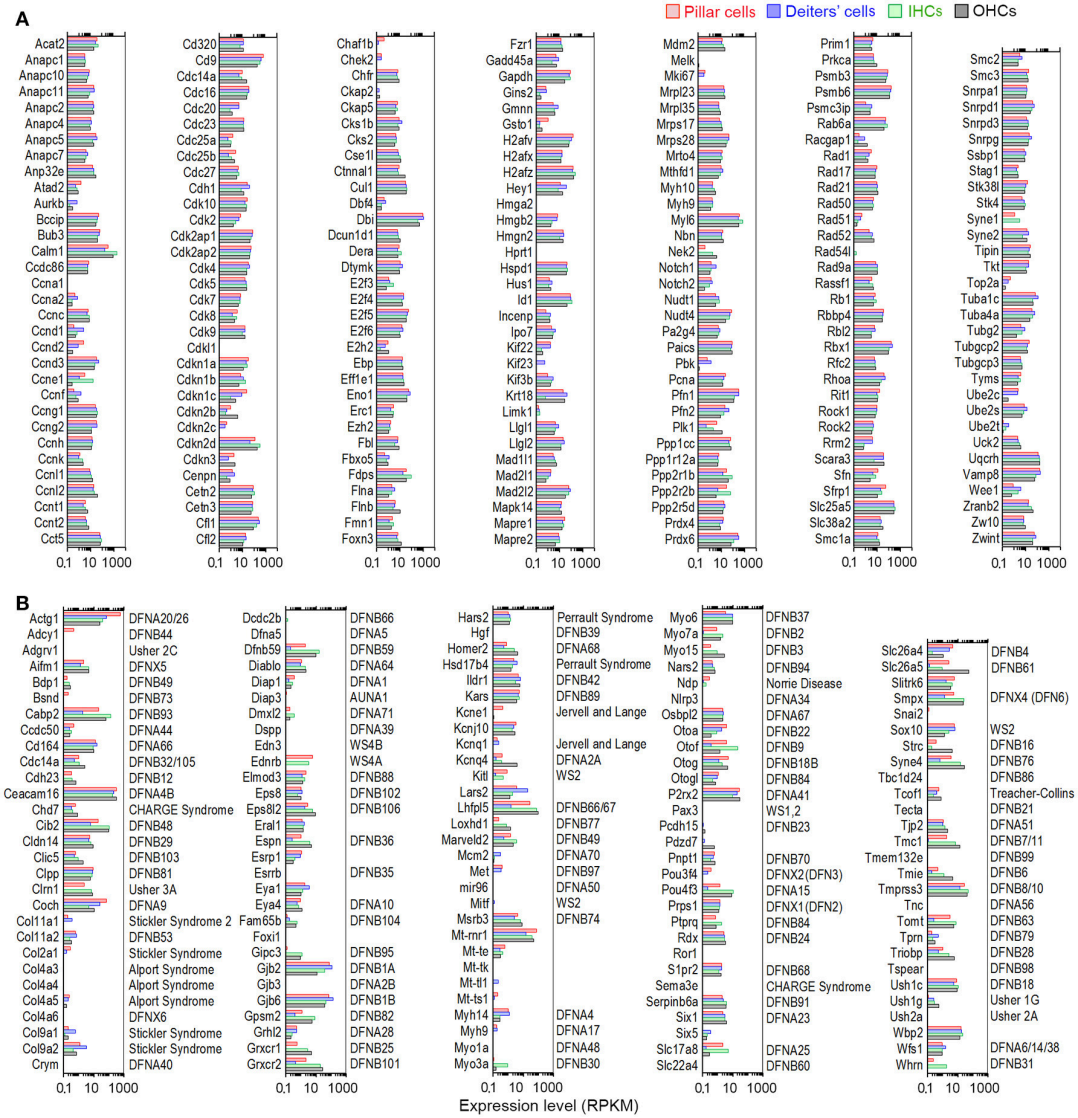
Genes regulating cell cycle and genes associated with hereditary deafness. **(A)** Expression levels of genes that are known to be important for cell cycle regulation in pillar cells, Deiters' cells, IHCs, and OHCs. **(B)** Comparison of expression levels of 101 known deafness-associated genes in pillar cells, Deiters' cells, IHCs, and OHCs.

Mutations or deficiencies affecting ~144 genes have been linked to inherited syndromic or non-syndromic hearing loss (Smith et al., 2014). We examined the expression of these genes to determine which genes are expressed in each cell type. Figure 8B presents expression levels of these genes in pillar, Deiters' cells, IHCs and OHCs. 

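Of the deafness genes with little or no expression, Mir96, Foxi1, Pax3 and Tecta were listed at 0 in each of the 3 pillar and 3 Deiters' cell libraries. They encode, in this order, a microRNA, a transcription factor of ion-transporting cells, a transcription factor of melanocytes and alpha-tectorin of the tectorial membrane. Hgf, a growth factor gene, had means of 0.0614 RPKM in pillar cells and 0.00213 RPKM in Deiters' cells, and Myo1a, a myosin gene, of 0.00486 and 0.0546 RPKM, all below the background cutoff. Diaph3, a formin gene of actin assembly, had 1.15 ± 0.0386 RPKM in pillar cells and 0.0372 ± 0.0266 in Deiters' cells (SD, n = 3 libraries), a log2 fold change of 3.20 (standard error 0.17, adjusted p = 8.8e-06 from limma). Esrrb, the gene of a nuclear receptor, had 0.190 ± 0.0376 RPKM in pillar cells and 0.0198 ± 0.00601 in Deiters' cells and was called higher in pillar cells, but at a pseudocount of 1 RPKM its log2 fold change was 0.22 and it was not called. Edn3, which encodes the peptide endothelin 3, had 0.133 ± 0.0188 RPKM in pillar cells and 0.316 ± 0.0576 in Deiters' cells and was not called, though with a pseudocount of 0.01 RPKM (log2 fold change -1.18) it was. Col4a3, a basement membrane collagen gene, had 0.248 ± 0.0539 RPKM in pillar cells and 0.0750 ± 0.0206 in Deiters' cells and was not called, at a log2 fold change of 0.99 (standard error 0.19, adjusted p = 0.003 from limma). It was called higher in pillar cells without pillar cell replicate 1 (1.12), without Deiters' cell replicate 1 (1.08), with quantile normalization (1.19) and with a pseudocount of 0.01 RPKM (1.61). Col4a6, another collagen gene of this kind, was listed at 0 in each pillar cell library and had 0.121 ± 0.0475 RPKM in Deiters' cells, and its call (adjusted p = 0.0024 from limma) was lost at a pseudocount of 1 RPKM (-0.16), with quantile normalization (-0.97) and with a replicate block. Of 5 tested genes of this group 2 were called higher in pillar cells and 1 in Deiters' cells (the same when adjusted over the list alone; camera adjusted p = 0.59, and adjusted p = 0.7 with an estimated correlation). Chosen on these libraries by the study, the group is not independent evidence.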

Seven genes (Hgf, Gjb3, Mir96, Col4a6, Foxi1, Myo1a, and Pax3) were either not detected or below the cutoff level in all four cell types, while five genes (Tecta, Esrrb, Diap3, Col4a3, and Edn3) were only detected in one or two cell types with near cutoff level of expression. The majority of the genes that were expressed in HCs were also expressed in pillar and Deiters' cells, although most of them were differentially expressed.

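Most known deafness genes were expressed in both pillar and Deiters' cells, and those that differed were mostly higher in pillar cells. Of 129 deafness genes in a list set without these data, 116 were above 0.1 RPKM in pillar cells, 111 in Deiters' cells and 109 in both, with median expression of 7.13 and 3.36 RPKM. Of the 118 tested, 49 were called higher in pillar cells and 10 in Deiters' cells (the same when adjusted over the list alone; camera adjusted p = 3.7e-05, and adjusted p = 0.19 with an estimated correlation). The paper names 23 of them, and of the others 33 were higher in pillar cells and 8 in Deiters' cells. Coch, which encodes the matrix protein cochlin mutated in an inherited hearing loss, had 702 ± 4.50 RPKM in pillar cells and 230.2 ± 1.89 in Deiters' cells (SD, n = 3 libraries), a log2 fold change of 1.61 (standard error 0.02, adjusted p = 3.9e-08 from limma). Kcne1, a potassium channel subunit gene of the stria vascularis, had 4.06 ± 0.219 RPKM in pillar cells and 0.992 ± 0.255 in Deiters' cells. Col9a2, a gene of collagen IX of the tectorial membrane, was higher in Deiters' cells, with 11.4 ± 0.211 RPKM in pillar cells and 37.2 ± 0.482 in Deiters' cells, a log2 fold change of -1.70 (standard error 0.03, adjusted p = 1.2e-07 from limma). Many of these genes are also hair cell genes, and the lists overlap. The red cell gene Epb42, which encodes a protein of their membrane skeleton, was higher in pillar cells too, at a log2 fold change of 2.99 (standard error 0.14, adjusted p = 5.5e-06 from limma).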

### Verification by q-PCR and immunodetection

We used q-PCR to validate the expression of 41 representative genes that are differentially expressed either in pillar or Deiters' cells. Fifteen additional mice were used to prepare three biological replicates of pillar and Deiters' cells for qPCR validation. The gene expression profiles of IHCs and OHCs were highly consistent with our microarray study (Liu et al., 2014). The HC-related genes detected in RNA-seq (Figure 7) were all detected in microarray analysis (Figure 6B in Liu et al., 2014). More importantly, the differential expression patterns of those genes between IHCs and OHCs are highly consistent between the two different platforms. Among 368 genes that displayed a differential expression pattern between IHCs and OHCs in the microarray analysis (Figure 4 of Liu et al., 2014), not a single gene displayed a different pattern in the RNA-seq datasets. In addition, the genes that are differentially expressed in either IHCs and OHCs are also highly consistent with virtually all previous studies using immunocytochemistry or *in situ* hybridization. For these reasons, we focused our verification on pillar and Deiters' cells. Three genes that showed no significant difference in the level of expression between pillar and Deiters' cells in RNA-seq analysis were also examined for validation. Many of the genes used for validation are known to be related to HC function and structure. Figure 9A shows the differential expression of 44 genes in pillar and Deiters' cells using q-PCR. For comparison, the RPKM values from RNA-seq are also presented. As shown, three genes (including Sdha) that have similar level of expression (with no statistical significance, *p* ≥ 0.05, *n* = 3) between pillar and Deiters' cells in RNA-seq analysis do not show any significant difference (*p* ≥ 0.05, *n* = 3) in q-PCR analysis as well. However, the genes that are differentially expressed in either pillar or Deiters' cells in RNA-seq analysis also show differential expression in q-PCR analysis. 

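In the RNA-seq data, 41 of the 44 genes examined by q-PCR were called different between pillar and Deiters' cells, 26 of them higher in pillar cells and 15 higher in Deiters' cells. The others were Sdha, which encodes a subunit of succinate dehydrogenase, Dazap2, which encodes a small proline-rich protein, and Tmem54, a gene of a membrane protein. Sdha had 144 ± 4.12 RPKM in pillar cells and 149 ± 2.51 in Deiters' cells (SD, n = 3 libraries), a log2 fold change of -0.05 (standard error 0.03, adjusted p = 0.15 from limma). Dazap2 had 486 ± 11.6 RPKM in pillar cells and 486 ± 5.58 in Deiters' cells, and Tmem54 had 43.0 ± 1.87 RPKM in pillar cells and 45.8 ± 3.22 in Deiters' cells. Of 43 genes of the paper's Table 1, without Sdha, 26 were higher in pillar cells and 15 in Deiters' cells, with a median log2 fold change of 2.76 (the same counts when adjusted over the list alone; camera adjusted p = 0.023, and adjusted p = 0.24 with an estimated correlation). These genes were picked by the study on these libraries, so their counts are not independent evidence of a direction. No q-PCR value is among the deposited files.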

As it is apparent from Figure 9A, the differential expression patterns (reflected by change in the same direction in the plot) of 41 genes in pillar or Deiters' cells are highly consistent between the two techniques, although the fold difference values vary.

**Figure 9:**
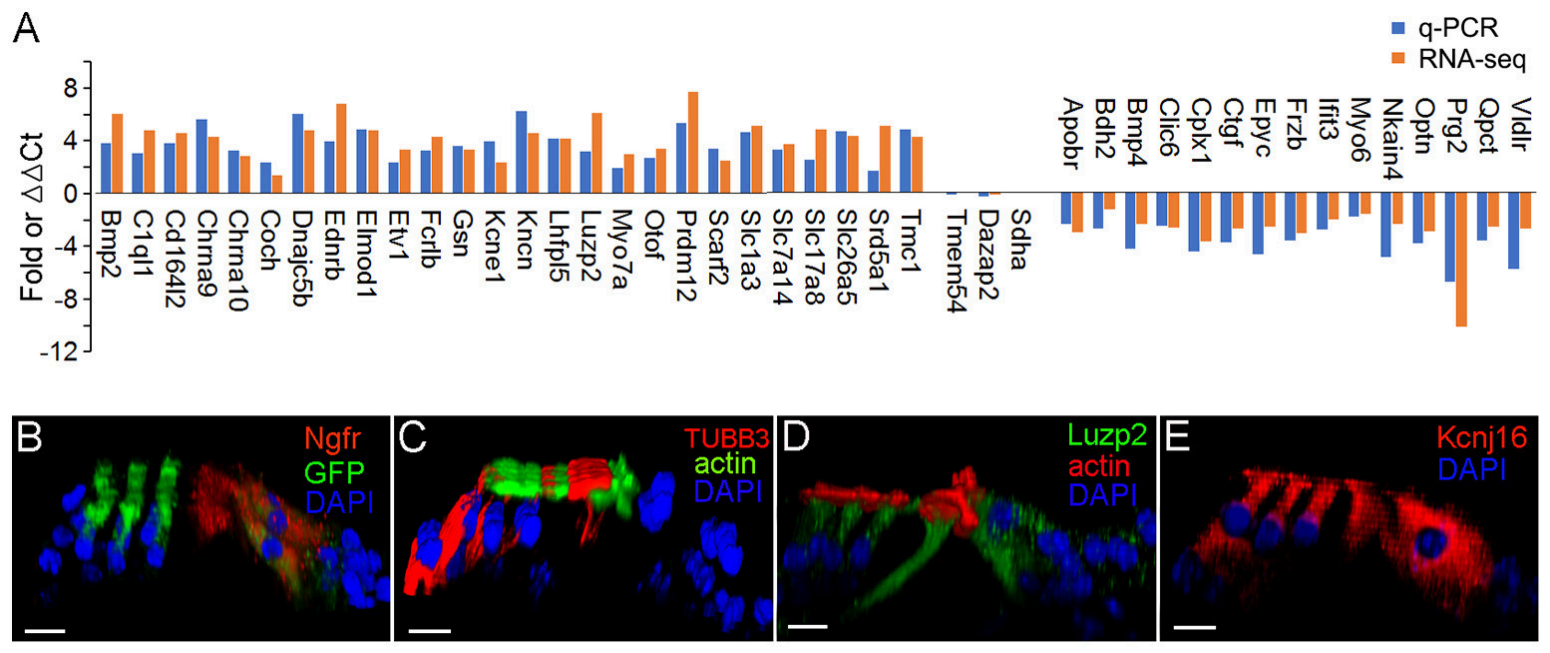
Validation of expression of representative genes in pillar and Deiters' cells using q-PCR and immunocytochemistry. **(A)** Fold differences in expression of 41 genes between pillar and Deiters' cells using q-PCR and RNA-seq. Positive values indicate higher gene expression in pillar cells than in Deiters' cells while negative values indicate higher expression in Deiters' cells than in pillar cells. Fold differences were calculated in log2 base for RNA-seq data while ΔΔCt values were used for q-PCR. **(B–E)**: Images of confocal optical sectioning of the organ of Corti stained with 4 different antibodies against NGFR **(B)**, TUBB3 **(C)**, LUZP2 **(D)**, and KCNJ16 **(E)**. In **(B)**, *Atoh1*^tm4.1Hzo^/J mice were used and thus, HCs expressed GFP. Bars in all images represent 10 μm.

We examined the expression of four genes using antibody-based immunocytochemistry and confocal microscopy. Ngfr (p95) is mainly detected in pillar cells during development. Figure 9B shows that it is also detected in adult pillar cells. The expression of Tubb3, Luzp2 and Kcnj16 in any of these four cell types has not be reported before. Figure 9C shows that TUBB3 was detected in Deiters cells and weakly detected in pillar cells. As shown in Figure 9D, strongest expression of LUZP2 is seen in pillar cells. LUZP2 is also detected in OHCs and IHCs. Luzp2 has the highest expression in pillar cells in RNA-seq analysis, consistent with our immunostaining study. 

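Luzp2, which encodes a leucine zipper protein, was 65.7-fold higher in pillar cells than in Deiters' cells. Luzp2 lies on chromosome 7 from 54835498 to 55268885 (GRCm38) and had 12.1 ± 0.551 RPKM in pillar cells and 0.184 ± 0.0236 in Deiters' cells (SD, n = 3 libraries), a log2 fold change of 5.42 (standard error 0.09, adjusted p = 1.1e-07 from limma). Every pillar cell library was above every Deiters' cell library.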

RNA-seq analysis showed that Kcnj16, encoding potassium voltage-gated channel subfamily J member 16, is expressed in all four cell types. This is consistent with the expression pattern of KCNJ16 seen in Figure 9E. 

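Kcnj16, an inward-rectifier potassium channel gene, was highly expressed in both pillar and Deiters' cells. It had 276 ± 7.25 RPKM in pillar cells and 395 ± 4.94 in Deiters' cells (SD, n = 3 libraries). The values were higher in Deiters' cells by less than 2-fold, a log2 fold change of -0.52 (standard error 0.03, adjusted p = 7.6e-06 from limma), so the gene was not called.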

Mutation of this gene is known to cause SeSAME syndrome, which is characterized by seizures, sensorineural deafness and ataxia.

## Discussion

This study represents the first genome-wide transcriptome analysis that examines gene expression profiles of highly purified and pristine IHCs, OHCs, pillar, and Deiters' cells. The cell-specific transcriptomes provide important information about the molecular mechanisms underlying biological properties of these cells, which will be critical for HC regeneration in adult mammals. This analysis has also established a road map for future characterization of genes expressed in these four cell types. Several recent studies have examined transcriptomes of SCs and HCs from embryonic and neonatal mice (Burns et al., 2015; Waldhaus et al., 2015; Maass et al., 2016; Cheng et al., 2017). While the study by Waldhaus et al. (2015) provided a quantitative spatial map of the gene expression profiles of different cell types along the longitudinal and radial axes of the organ of Corti in neonatal mice, other studies examined gene expression profiles of SCs during development (Burns et al., 2015) and in response to inhibition of Notch signaling (Maass et al., 2016; Cheng et al., 2017). In contrast to previous studies analyzing SCs and HCs during development, the present study is focused on gene expression profiles of adult SCs and HCs. This is important as the gene expression profiles of immature and mature SCs and HCs are different. Furthermore, SCs and HCs in the present study were identified and individually collected based on their distinct morphology, thus minimizing contamination. Our transcriptomic analyses showed that 81 to 85 percent of the transcripts are commonly expressed in all four adult cell types. This may reflect the fact that HCs and SCs both originate from prosensory progenitor cells during cochlear development. More importantly, we revealed that adult pillar cells and Deiters' cells also express the genes that encode machinery for HC specializations, providing strong molecular evidence that these two cell types can be targeted for conversion to HCs in adult mammals.

Although a significant majority of transcripts are commonly expressed among pillar cells, Deiters' cells and HCs, we detected several differentially expressed genes in pillar and Deiters' cells. The function of many of these genes have yet to be characterized. Several genes are particularly interesting, as we speculate that these genes may be related with unique function and morphology of pillar and Deiters' cells. These genes include: S100a8, S100a9, Cytl1, Camp, Ltf, Wfdc18, Fam19a4, Mmp8, Rrdm12, Ppbp, Fst, Lfit3, Tgtp2, Pf4, Gpr152, Prdm12, Ednrb, Prg2, Ear1, Ear2, and Spry2. These genes represent excellent targets for examining gene-specific roles in pillar and Deiters' cells using loss-of-function approaches. 

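Several of the genes singled out for a role in pillar or Deiters' cells are known from blood cells, and they differed between the cell types in both directions. S100a8 and S100a9, which encode the calcium-binding calprotectin of neutrophils, were higher in pillar cells, as were Camp and Ltf, which encode antimicrobial proteins of neutrophil granules. Prg2, the gene of the eosinophil major basic protein, and Ear1 and Ear2, which encode eosinophil ribonucleases, were higher in Deiters' cells. S100a8 had 144 ± 6.23 RPKM in pillar cells and 65.9 ± 7.10 in Deiters' cells and S100a9 had 169.6 ± 4.38 RPKM in pillar cells and 73.8 ± 5.50 in Deiters' cells (SD, n = 3 libraries). Camp had 37.5 ± 2.70 RPKM in pillar cells and 10.2 ± 1.65 in Deiters' cells, and Ltf had 15.7 ± 0.445 RPKM in pillar cells and 1.95 ± 0.306 in Deiters' cells. Prg2 had 0.0417 ± 0.0721 RPKM in pillar cells and 67.7 ± 1.14 in Deiters' cells, a log2 fold change of -9.02 (standard error 0.31, adjusted p = 1.5e-06 from limma). Ear1 was listed at 0 in each pillar cell library and had 10.6 ± 0.766 RPKM in Deiters' cells, and Ear2, which may share reads with it, had 0.243 ± 0.187 RPKM in pillar cells and 8.78 ± 0.891 in Deiters' cells. Of 8 tested eosinophil markers 7 were higher in Deiters' cells and 0 in pillar cells (camera adjusted p = 0.0005, and adjusted p = 0.11 with an estimated correlation). Of 11 platelet markers 9 were higher in Deiters' cells and 0 in pillar cells (camera adjusted p = 0.009, and adjusted p = 0.19 with an estimated correlation), and both counts were the same when adjusted over the list alone. Among the other genes, Cytl1, which encodes a small secreted protein, had 50.3 ± 1.98 RPKM in pillar cells and 11.3 ± 0.101 in Deiters' cells, and Prdm12 had 18.3 ± 0.431 RPKM in pillar cells and 0.108 ± 0.0753 in Deiters' cells. Fam19a4, which encodes a secreted protein of sensory neurons, had 8.88 ± 0.359 RPKM in pillar cells and 0.150 ± 0.0910 in Deiters' cells, and Wfdc18, which encodes a protein with a whey acidic protein domain, had 19.0 ± 1.77 RPKM in pillar cells and 2.46 ± 0.787 in Deiters' cells. Fst, which encodes the activin antagonist follistatin, was higher in Deiters' cells (6.42 ± 0.724 RPKM in pillar cells and 28.8 ± 1.08 in Deiters' cells), as were the interferon-induced genes Ifit3 (13.0 ± 1.63 RPKM in pillar cells and 64.2 ± 6.82 in Deiters' cells) and Tgtp2 (2.56 ± 0.243 RPKM in pillar cells and 12.7 ± 1.19 in Deiters' cells), which have close paralogs. Spry2, an antagonist of growth factor signalling, and the neutrophil collagenase gene Mmp8 were not called, at 2.40 ± 0.233 RPKM in pillar cells and 2.48 ± 0.213 in Deiters' cells and 2.39 ± 0.208 RPKM in pillar cells and 1.67 ± 0.463 in Deiters' cells, respectively. Of 20 genes in this group, 10 were called higher in pillar cells and 8 in Deiters' cells (the same when adjusted over the list alone; camera adjusted p = 0.49, and adjusted p = 0.56 with an estimated correlation). As the study chose them on these libraries, this is not independent evidence.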

We also showed that many of the known deafness-related genes are expressed in pillar and Deiters' cells (Figure 8B). Knowing which genes are expressed in different cell types will provide a better understanding of the molecular mechanisms of hearing loss in humans.

Specializations in the apical, basolateral and synaptic membranes confer HCs with unique morphology and function. Based on the high similarity of the transcriptomes between SCs and HCs, we predicted a sharing of these specialized genes. Two groups of genes related to mechanotransduction and synaptic transmission are particularly important since they are critical for HCs to function as an auditory receptor cell. Mechanotransduction is mediated by a mechanotransduction apparatus in the stereocilia. Tip links (Pickles et al., 1984), mechanotransduction channels, and myosin motor are collectively regarded as the mechanotransduction apparatus. Studies have shown that cadherin 23 and protocadherin 15 interact to form tip-link filaments (Kazmierczak et al., 2007) while TMC1 is a candidate for the mechanotransduction channel (Kawashima et al., 2011; Pan et al., 2013). Myosin1c, linking the transduction channel to the actin core of the stereocilia, may adjust the tension of the tip links and mediate slow adaptation of the mechanotransduction (Gillespie and Corey, 1997; Holt et al., 2002). 

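Of the genes of the transduction apparatus, Myo1c, which encodes the myosin that sets the tension on the channel, was expressed at similar levels in pillar and Deiters' cells. It had 7.40 ± 0.204 RPKM in pillar cells and 5.89 ± 0.329 in Deiters' cells (SD, n = 3 libraries). The difference was under 2-fold, a log2 fold change of 0.33 (standard error 0.06, adjusted p = 0.0018 from limma), and Myo1c was not called.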

We detected moderate expression of those genes (Cdh23, Pcdh15, Tmc1, and Myo1c) cognate the transduction apparatus in pillar and Deiters' cells. Pillar and Deiters' cells should also express genes related to synaptic machinery if they have the potential to function as HCs. We showed that pillar and Deiters' cells have moderate expression of synaptic transmission-related genes (Figure 7), such as those encoding the vesicular glutamate transporter (Slc17a8 or Vglut3), active zone proteins (Cask, Ctbp2, Erc1, Erc2, Pclo, Rims2, Rims3, and Unc13d), SNARE proteins (Snap23, Snap25, Snap47, Snap91, Stx7, Stx12, and Syt3), synaptogenesis proteins (Dlg1 and Dlg3), and calcium channels (Cacna1d, Cacnb3, and Cacng5). 

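All 26 synaptic genes that the paper names were above 0.1 RPKM in both pillar and Deiters' cells, and 8 of them were called higher in pillar cells and 0 in Deiters' cells. Rims2, which encodes a scaffold of the active zone, had 1.78 ± 0.120 RPKM in pillar cells and 0.173 ± 0.0745 in Deiters' cells (SD, n = 3 libraries), and Rims3, of the same family, had 1.34 ± 0.0827 RPKM in pillar cells and 0.425 ± 0.0133 in Deiters' cells. Both were called higher in pillar cells, but Rims3 was not called at a pseudocount of 1 RPKM (log2 fold change 0.72). Snap91, which encodes a clathrin assembly protein of synaptic vesicles, was 3.11-fold higher in pillar cells, a log2 fold change of 1.60 (standard error 0.05, adjusted p = 1e-06 from limma). Snap25, the gene of a SNARE protein of neurons, had higher values in Deiters' cells, 12.9 ± 0.165 RPKM against 7.10 ± 0.0910 in pillar cells, but the difference was under 2-fold. Stx7, a gene of membrane fusion at endosomes, had 170.2 ± 2.57 RPKM in pillar cells and 108 ± 0.757 in Deiters' cells, and Snap47, a ubiquitous SNARE gene, had 28.9 ± 0.699 RPKM in pillar cells and 40.8 ± 1.18 in Deiters' cells. Unc13d, a priming factor gene of granule release in blood cells, had 1.99 ± 0.274 RPKM in pillar cells and 3.31 ± 0.220 in Deiters' cells. With limma the counts were the same when adjusted over the list alone (camera adjusted p = 0.0049, and adjusted p = 0.2 with an estimated correlation). The paper names these genes as detected in the same libraries, so their count is not independent evidence.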

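The scaffold genes Homer1, Homer2, Homer3 and Shank2, whose products anchor receptors beneath synapses, were expressed in pillar and Deiters' cells, and none of them was called different with limma. Homer2 had the highest expression of the 4, 6.99 ± 0.253 RPKM in pillar cells and 4.98 ± 0.0915 in Deiters' cells (SD, n = 3 libraries). Homer1 had 1.17 ± 0.0944 RPKM in pillar cells and 0.712 ± 0.0606 in Deiters' cells, and Homer3 had 0.856 ± 0.130 RPKM in pillar cells and 1.10 ± 0.0972 in Deiters' cells. Shank2 had 0.404 ± 0.0524 RPKM in pillar cells and 0.442 ± 0.0716 in Deiters' cells. The differences ranged from 0.64 for Homer1 to -0.33 for Homer3 on the log2 scale, all under 2-fold.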

Genes encoding post-synaptic receptors (such as Chrna9 and Chrna10) and scaffolding proteins (such as Homer1, Homer2, Homer3, and Shank2) were also detected in pillar and Deiters' cells. Detection of genes encoding post-synaptic proteins and receptors in Deiters' cells suggests a molecular basis to support previous morphological and electrophysiological studies. These studies provided evidence that efferent fibers make contact with Deiters' cells (Wright and Preston, 1976; Nadol and Burgess, 1994; Burgess et al., 1997; Fechner et al., 1998) and that ACh application to Deiters' cells could evoke inward current (Matsunobu et al., 2001). Additionally, genes encoding ion channels shown to be expressed in HCs by previous molecular biology and electrophysiology studies were also detected in Deiters' cells and even more so in pillar cells. Furthermore, we also detected the expression of Kcnj10, Kcnj13, Kcnj16, and Kcnk1, whose function in HCs and SCs has not been characterized. Deiters' cells and pillar cells also express a lower level of Slc26a5, which encodes the motor protein of OHCs. Taken together, the expression of these important genes related to HC function and morphology strongly suggests that adult pillar and Deiters' cells have the intrinsic capacity to function as HCs.

Pillar cells are a newly derived cell type in mammals (Slepecky, 1996; Manley and Köppl, 1998). Based on the shared microtubular and actin filament cytoskeletal features and role of ion homeostasis maintenance, pillar and Deiters' cells were expected to have similar transcriptomes. The current study showed that although pillar and Deiters' have similar transcriptomes, pillar cells were found to be more related to HCs; whereas, Deiters' cells were relatively distinct. This is based on overall gene expression profiles and genes related to HC specialization machinery. Developmental studies show that nascent pillar cells are more likely to grow stereocilia bundles than Deiters' cells when Notch signaling was blocked (Li et al., 2018). Furthermore, Notch inhibition or deletion of retinoblastoma family Rbl2/p130 also led to the generation of additional HCs in the IHC and pillar cell regions (Lanford et al., 1999; Rocha-Sanchez et al., 2011). A study using lineage trace in neonatal cochleae showed that new HCs, predominantly OHCs, arise from Lgr5-positive inner pillar and third row Deiters' cells (Bramhall et al., 2014). Our transcriptome analysis provides a molecular basis to support these observations. The analysis also suggests that pillar cells have a greater intrinsic capacity to be converted to HCs. We should point out that it is highly unlikely that contamination by HCs led to the finding that pillar cells are more similar to HCs than Deiters' cells, as the distinction between HCs and pillar cells is so striking at the light microscopical level.

While the genes encoding HC machinery are still expressed in adult SCs, such as the pillar and Deiters' cells, the key to conversion to HCs is to find the appropriate molecular trigger(s) and/or the mechanisms inhibiting their conversion. Future focus should be on the transcription factors (Lemon and Tjian, 2000), since the gene expression pattern in each cell type is regulated by transcription factors. The essential roles of transcription factors to reprogram mouse embryonic stem toward HC-like cells have been demonstrated (Oshima et al., 2010). A recent study shows that increased expression of Sox4 and Sox11 led to SC proliferation and new HC production in adult vestibular sensory epithelia (Gnedeva and Hudspeth, 2015). A list of HC-specific transcription factors has been compiled (Li et al., 2016). While numerous studies have shown that over-expression of Atoh1 and/or inhibition of Notch signaling can convert neonatal SCs to HC-like cells, the key(s) for spontaneous transdifferentiation of cochlear SCs have yet to be identified. Our transcriptomic analyses showed that pillar cells and Deiters' cells express the genes responsible for HC specializations in the apical, basolateral, and synaptic membranes that underpin the morphology and function of HCs in adult mammals, therefore, providing strong molecular evidence that these cells have the potential to be converted to HCs.

## Ethics statement

This study was carried out in accordance with the approved guidelines of the NIH. The protocol was approved by the Institutional Animal Care and Use Committee of Creighton University.

## Author contributions

HL, LC, and YL carried out the experiments. KG, SS, PJ, KB, and DH analyzed the data. DH designed the experiments and wrote the manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary material

Supplementary Video 1 Video showing an isolated OHC being drawn into the suction pipette.

Supplementary Table 1 A spreadsheet (in Excel format) showing gene expression values (in RPKM) of pillar cells, Deiters' cells, IHCs and OHCs from RNA-seq analysis. Values from each biological and technical replicate are all included. Normalized RPKM expression values of mouse stria melanocytes (our own, unpublished), retinal bipolar cells, and liver cells from previous RNA-seq-based studies are also included for comparison.

How the deposited data were processed for this re-analysis (not part of the article)

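RNA of pillar cells and of Deiters' cells from adult mice was measured in 3 libraries per cell type, each made from about 1000 cells that were collected one by one, and each sequenced in 2 lanes, so that the table holds 12 sets of values. The authors mapped the paired-end reads to mm10 (GRCm38) with CLC Genomics Workbench and deposited RPKM, reads per kilobase of transcript scaled to the mapped reads of each lane, for 48440 features. The paper names HTSeq-count, DESeq and ANOVA for its own comparisons, but the deposited values are not counts. The release of the annotation is not stated. Of the features, 48058 were matched by their Ensembl identifier to GENCODE release M21, which gave the chromosome, the coordinates, the class of transcript and the exon length.

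Within a gene the RPKM values of a lane are whole multiples of a step, and with the exon lengths this gave the reads behind them. The reads were whole to within 0.01 in all lanes in 14383 of 20010 features (71.9%). The lanes held 9293651 to 10877223 reads and the libraries 18641354 to 21557584, so that 1 read in a transcript of 1 kb stands for 0.052 RPKM at the median library. The paper's methods state a larger number of reads per sample. For genes with 200 to 1000 reads, the median coefficient of variation between libraries was 5.2% in pillar cells and 5.2% in Deiters' cells. Counting alone gives 4.6%. Averaged over these genes, the spread beyond counting was 4.5% in pillar cells and 4.4% in Deiters' cells, about as large as counting error. The reads worked out from the steps were used for depth, for the spread between libraries and for the comparison of lanes. The tests used RPKM.

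The lanes of a library repeat the same RNA, so the RPKM values of the 2 lanes were averaged and each library counted as 1 replicate. Genes with a mean above 0.1 RPKM in either cell type were tested, 17188 in all. Values were taken as log2(RPKM + 0.1) and compared with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend of the variance on the mean), and p-values were adjusted with the Benjamini-Hochberg method. A gene was called higher in 1 cell type at an adjusted p of at most 0.01 and a difference of at least 2-fold, as in the paper's definition. A gene with a mean above 0.1 RPKM was counted as expressed. Folds given with means are ratios of mean RPKM, and no fold is given for a gene listed at 0 in a cell type. No covariate was used. The library number as a replicate block was an alternative, since nothing in the labels pairs the libraries. The paper's methods describe both cell types as collected from each animal. Libraries of the 2 cell types may therefore share mice, but which of them do is not stated.

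Gene lists were tested with camera from limma, which compares the genes of a list with all others, at a preset correlation of 0.01 between genes, and again with the correlation estimated from the data. P-values were adjusted over 40 lists, and a list was called at an adjusted p of at most 0.05. The lists, written before the data were examined, cover genes of the hair bundle and mechanotransduction, hair cell channels, synapse and transcription factors, and all hair cell specializations together. They also cover markers of inner and outer hair cells, supporting cells, pillar cells, and cells of Hensen, Claudius and the outer sulcus. Other lists hold genes of the cytoskeleton, gap junctions and ion homeostasis, tectorial membrane and matrix, and the FGF, BMP, Wnt and Notch pathways. Promoters and inhibitors of the cell cycle, deafness genes, immediate early genes, the interferon response and genes of the mitochondrial genome have a list each. Lists of cells that could be collected along hold markers of neutrophils, eosinophils, macrophages, B and plasma cells, platelets, red cells, bone and fibrocytes, the stria and melanocytes, and neurons and glia. The last group holds the genes that the paper names, by topic. Some of these the study picked by their values in the same libraries, and others come from earlier work and gene families, as those of mechanotransduction do in part. The genes counted as named by the paper come from its text and Table 1. Genes shown in its figures alone were not counted, so the other members of a list can include them.

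Single genes were named by a rule. It takes every gene the paper's text names for a result in these cells, and for each cell type the 12 genes with the largest fold among those called, with no overlap between the libraries and a mean above 1 RPKM, leaving out predicted genes and pseudogenes. It also takes up to 4 members of each list, those with the smallest p. The paper's tables and figures had been seen when the rule was written. Genes named outside the rule are marked as chosen after their values were seen.

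The method was tested on simulated data with 3 libraries per cell type and a coefficient of variation of 10%. The changed genes were drawn from those with a mean above 1 RPKM, so recovery at lower expression was not measured. Of 67 genes changed 2-fold, 58 passed the adjusted p and 20 were called, and of those changed 3-fold 67 of 67 were called. Among 16343 unchanged genes 5 were called. A changed list was found, and 0 of 20 random lists was called by camera. The genes were simulated independently of each other, so this does not measure how often camera calls lists of genes that vary together.

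The alternatives were pseudocounts of 1 and 0.01 RPKM, no filter or a filter at 1 RPKM, lanes as samples or 1 lane alone, scaling by the median of ratios, by quantile normalization or to an equal, larger total without mitochondrial genes, an adjusted p of 0.05, no fold threshold, the fold of the mean RPKM, limma without the trend, the replicate block, and leaving out each library in turn. Other cutoffs, a longer list of abundant genes and an estimated correlation were tried where they apply. The 10 ways to divide the 6 libraries into groups of 3 were all run. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for counts, exact tests and figures.

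The comparison with inner and outer hair cells, liver, retinal bipolar and stria melanocyte data was left out, because the table analysed here holds pillar and Deiters' cells alone. The paper names another deposited series besides this one, which was not used. Supplementary Table 1 lists the other cell types per sample, but the copy at hand ends early and lacks most genes, so it served to check the order of the columns alone. The deposited files hold no q-PCR value and no immunostaining.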

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

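Every test of an explanation in this part was chosen after the result it bears on was seen, and the 2 sets of lanes were found in the data. The signals come from lists of genes that the paper does not analyse as groups, though it names some of their members, and from differences between lanes. The hair cell genes are weighed because the paper's main conclusion rests on them.

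Deiters' cell libraries held RNA of eosinophil genes: of 8 tested markers 7 were called higher there (camera adjusted p = 0.0005, and adjusted p = 0.11 with an estimated correlation), led by Prg2 at 67.7 RPKM, Ear1 at 10.6 RPKM and Ear2 at 8.78 RPKM. The study picked these 3. Of the 5 markers that its text does not name 4 were called too (Prg3, Ear6, Epx and Ccr3, the last at 0.158 RPKM and, like Epx, chosen after its values were seen). Genes shown in its figures alone, some of them ranked on the same libraries, were not set apart. Another 2 members of the list were below 0.1 RPKM in both cell types and were not tested. Reads shared between paralogs are argued against: 4 called markers share no stretch of 50 bases with another gene, and for the others, Ear1, Ear2 and Ear6, the summed reads of all genes with a shared stretch were 98.2-fold higher in Deiters' cells (999 reads against 10). The values are consistent with eosinophils or their RNA collected with the Deiters' cells, although cells were picked singly by their shape, which would leave out whole eosinophils. Expression by Deiters' cells themselves was not tested and stays open. The paper's q-PCR on cells of additional mice included Prg2 and gave the same direction, which does not show which cells held the RNA.

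Between 2 sets of lanes, 528 genes differed more than 2-fold in both cell types, a difference between lanes that the paper does not report. In 4 of the 6 libraries the 2 lanes lay in different sets, and 2 of the 6 first lanes lay in set B, which argues against differences between libraries and against lane number as the cause. Of these genes 514 of 519 shared a stretch of 50 bases with another gene, against 7479 of 12704 others (Fisher exact p = 2.1e-106). In the lanes of Deiters' cells, adding the reads of sharing genes brought the median absolute log2 difference of 458 genes from 3.08 to 0.05. A sum with a more abundant partner comes near 0 whether or not reads moved between the genes, so the sum does not decide the cause. Reads of such genes being assigned differently in the 2 sets would go with the shared sequence, but this stays open. Set A held 4 lanes of Deiters' cells and 2 of pillar cells, and with set A alone 2306 genes were called higher in pillar cells and 2056 in Deiters' cells, with set B alone 2379 and 2271, and without the 528 genes 2572 and 2428, alternatives chosen after seeing the data. No condition follows the sets, so no biological explanation was tested.

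Pillar cell libraries held more RNA of hair cell genes: 63 of 114 tested were called higher there (camera adjusted p = 1e-07, and adjusted p = 0.083 with an estimated correlation), among them Ocm at 308 RPKM, Lhfpl5 at 271 RPKM and Cabp2 at 208 RPKM. The paper names 33 of the list, and of the others 41 were higher in pillar cells and 11 in Deiters' cells, and scaling between libraries is argued against, since 63 of the 63 were still called with median-of-ratios scaling and 61 with quantile normalization. Hair cell RNA in the pillar cell libraries is argued against for Slc1a3 (213 RPKM in pillar cells), which the paper places above both hair cell types, and since it also places Slc17a8 above outer and Slc26a5 above inner hair cells, RNA of 1 hair cell type alone would not reach the levels of both. Outer hair cell RNA alone is argued against for Tmc1 and Lhfpl5: set against the paper's hair cell values, the share of 14.5% that would give the Tmc1 difference would bring 6.98 RPKM of Tmie, where pillar cells had 4.77, and the 9.9% that Tmie allows would give 40.5% of the Lhfpl5 difference. For the other genes, and for RNA of inner or of both hair cell types, it cannot be told apart from expression by pillar cells. Tmc1 allows a share of 30.1% from inner hair cells, for which the paper states no Tmie value, and this would give 74.3% of the Lhfpl5 difference, not the whole of it, and bring 29.9 RPKM of Myo6 where pillar cells had 33.8. The profile of pillar cells without such RNA, which is not known, keeps this open. Cells were picked singly by shape, from which the paper argues against such admixture, and expression by pillar cells was not tested on its own and stays open. The paper also reports q-PCR on cells of additional mice, with Tmc1, Lhfpl5 and Slc26a5 in the direction found here. That repeats the difference but does not show which cells held the RNA.

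Deiters' cells showed more of the interferon response, with 25 of 42 genes called higher there and 2 in pillar cells (camera adjusted p = 1.2e-05, and adjusted p = 0.083 with an estimated correlation). Gbp10, which encodes a guanylate-binding protein, had 5.95 RPKM in pillar cells and 33.4 RPKM in Deiters' cells, Bst2, the gene of tetherin, 12.7 and 33.9 RPKM, and Oasl2 13.1 and 27.8 RPKM. Oasl1 was listed at 0 in pillar cells and had 2.03 RPKM in Deiters' cells. Of 17 markers of bone and fibrocytes 10 were higher in pillar cells and 1 in Deiters' cells (camera adjusted p = 2.7e-05, and adjusted p = 0.083 with an estimated correlation), with osteopontin (Spp1) at 454 and 199 RPKM and decorin (Dcn) at 138 and 52.0 RPKM in pillar and Deiters' cells.

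Blood cell markers went both ways. Higher in pillar cells were 6 of 15 genes of red cells, 5 of 6 genes of B and plasma cells (Igkc, the most abundant, at 17.3 and 5.05 RPKM in pillar and Deiters' cells), and 11 of 20 of neutrophils and their precursors. None of 4 abundant hemoglobin genes, chosen after their values were seen, was called. Single ones are apart between the sets of lanes, and summed over the pair that shares sequence, Hba-a1 and Hba-a2 had 3192 RPKM in pillar cells and 2024 RPKM in Deiters' cells (1.58-fold higher in pillar cells), and Hbb-bs and Hbb-bt 1623 and 1190 RPKM (1.36-fold). Within the neutrophil list Elane and Mpo, enzymes of the primary granules, were higher in Deiters' cells (10.1 and 58.4 RPKM, and 6.96 and 39.4 RPKM), while Ngp was higher in pillar cells. Higher in Deiters' cells were 9 of 11 platelet genes, such as Treml1 and Gp5. Of these lists the paper names 5 neutrophil and 2 platelet genes, and 2 of the interferon list. Of the respiratory chain genes of the mitochondrial genome 11 of 13 were higher in pillar cells. These lists were not weighed further, and their list tests stand with the passages above.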

How the results depend on the processing

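The main settings and the alternatives in this part were chosen before the data were examined, apart from those by lane set. The tests by other groupings of the libraries were chosen after the results were seen. A pseudocount of 1 RPKM lowered the genes called higher in pillar cells from 2534 to 1001 and in Deiters' cells from 2404 to 778, of which 994 and 775 were called with the main pseudocount too; by construction it shrinks the folds of genes with low expression. A filter at 1 RPKM gave 1572 and 1224, with 12285 genes tested in place of 17188. No fold threshold gave 5169 and 5475, by its construction. The other alternatives set beforehand gave 2309 to 3142 in pillar cells and 2111 to 2560 in Deiters' cells, the highest in pillar cells with scaling to an equal total without mitochondrial genes. That scaling moves the median of all genes by 0.126 on the log2 scale and also raises the values against the pseudocount and the filter (18505 genes tested), and the effects were not separated. With the replicate block the counts were 2450 and 2253. Leave-one-out gave 2401 to 2482 and 2221 to 2380.

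Of the 500 most abundant genes of each cell type 405 were shared, against 113 of 150, a longer list by construction. Without mitochondrial genes 108 of 150 were shared, and with leave-one-out 111 to 113. Expressed genes stayed within 1.5 times the main counts at every cutoff tried, with 15575 to 15585 in pillar cells, 15948 to 15992 in Deiters' cells and 14366 to 14416 in both under leave-one-out.

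Of 40 gene lists, 19 were called with camera's preset correlation and 0 with an estimated correlation. With the estimate, 9 had an unadjusted p of at most 0.05. The cause was not tested. A higher correlation between genes cannot be the cause for lists whose estimate lay below the preset value. Among these were the lists of the interferon response (-0.02), bone and fibrocytes (-0.03), eosinophils (-0.05) and B and plasma cells (-0.05). Other called lists had estimates above the preset value, such as genes of the mitochondrial genome (0.57) and inner hair cell markers (0.29). Leave-one-out gave 18 to 19 lists, the filter at 1 RPKM 15, and the replicate block 19, the same lists. For hair cell genes the camera adjusted p went from 1e-07 to 0.083 with an estimated correlation; the other alternatives, leave-one-out included, gave 7.8e-09 to 1.9e-07. Of those genes 63 were higher in pillar cells, and 50 to 65 under the alternatives. The 41 genes of the q-PCR array were called under every alternative run. Of 1331 limma values of 111 single genes named by the paper, 1319 kept their side of the threshold, 6 lost their call and 6 gained one. The 7 genes whose call was lost or gained are Cacng5, Col4a3, Col4a6, Edn3, Esrrb, Kcnj13 and Rims3. With a call in either setting, 0 values reversed. A change of direction in a gene called in neither setting was not counted. Spry2 is 1 such gene: its log2 difference, Deiters' over pillar cells, was 0.05 in the main setting and -0.03 without pillar cell replicate 2.

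The 6 libraries can be divided into 2 groups of 3 in 10 ways, too few for a share under 0.05, and the real division was the 1 way with results as large. It gave 2534 and 2404 genes with limma, and the highest other 0, with 46 to 192 genes at an unadjusted p of at most 0.05. For hair cell genes the values were 63 and 0, and for lists called by camera 19 and 13. The other 9 divisions gave 7 to 13 lists at the preset correlation, though no gene was called in them. Each group in them holds 2 libraries of 1 cell type and 1 of the other, so part of the real difference can remain. With both lanes of a library averaged, 1 read in a transcript of 1 kb is 0.052 RPKM at the median library, so values near 0.1 RPKM rest on a few reads.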

Differences from the paper's values

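The tests named in this part as alternatives were set before the data were examined.

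Genes above 0.1 RPKM in 1 of the 2 cell types alone made up 7.6% of those expressed in pillar cells and 9.9% in Deiters' cells, against the paper's highest value of 4.9% over any 2 of its 4 cell types. The paper's own counts for this pair give 7.2% and 9.5%, close to the values here. For pillar cells the value falls within 1.5 times the paper's when any value above 0 counts as expressed (7.3%) and not at a cutoff of 1 RPKM (9.6%), with every library above 0.1 RPKM (9.1%), with 1 lane alone (9.1% and 7.9%) or with leave-one-out. For Deiters' cells it does so at a cutoff of 1 RPKM (6.6%) and not above 0 (11.3%), with every library above 0.1 RPKM (8.6%), with 1 lane alone (10.1% for each) or with leave-one-out.

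At a fold of 2, a corrected p of 0.01 and a background of 0.1 RPKM, as in the paper's definition of enriched genes, 2534 genes were enriched in pillar cells against the paper's 1211, and 2404 in Deiters' cells against the paper's 898. The test is limma on the RPKM of 2 cell types here. The paper states ANOVA over 4 cell types for the corrected p of 0.01, and in its sequencing methods DESeq at a false discovery rate of 0.05 with a minimum read count of 10% of the median, a filter that was not applied here. With a pseudocount of 1 RPKM (1001 and 778) and with a filter at 1 RPKM (1572 and 1224) the counts fall within 1.5 times the paper's. They do not with a pseudocount of 0.01 RPKM, no filter, lanes as samples, lane 1 or lane 2 alone, median-of-ratios scaling, quantile normalization, scaling without mitochondrial genes, an adjusted p of 0.05, no fold threshold, the fold of the mean RPKM, limma without the trend, the replicate block or leave-one-out.

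The log2 ratio of the mean RPKM of Prg2, Deiters' over pillar cells, was 10.67, against about 16 in Fig. 4, read by eye. It rests on 2 reads in 1 pillar cell library (counting interval of the log2 ratio 8.84 to 13.74), and a pseudocount limits the fold in each alternative. That of Spry2 was 0.05, against about 4.7 in Fig. 4, read by eye. No alternative run brings either within the paper's value: those with another pseudocount, median-of-ratios scaling, quantile normalization, lanes as samples, the replicate block and leave-one-out all differ.

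Kcnj16 is among the channel genes that the paper counts as higher in pillar cells; its values here were 276 RPKM in pillar cells and 395 RPKM in Deiters' cells (log2 fold change -0.52), under 2-fold. Of the channel genes in the same statement Cacna1d and Cacng5 were called higher in pillar cells, and Kcnj13 had 0.93, called without pillar cell replicate 3 (1.01). Col4a6 is given by the paper as not above the cutoff in any cell type and had 0.121 RPKM in Deiters' cells. Among the genes it gives as near the cutoff in 1 or 2 of its 4 cell types, hair cells included, Diaph3 had 1.15 RPKM in pillar cells, while Esrrb, Col4a3 and Edn3 had 0.190, 0.248 and 0.316 RPKM in the cell type where they were higher. The paper reports Cdh23 in both cell types, and its mean in Deiters' cells was 0.0990 RPKM, just under the cutoff. NGFR protein is reported in pillar cells, where Ngfr had 0.0150 RPKM, and 0.0810 RPKM in Deiters' cells, both under the cutoff. Mmp8 and Spry2, which the paper lists among genes that differ between the cell types, were not called, and 18 of the 20 tested genes of that list were.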

Other observations

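The test of a common pool of RNA below was chosen after the result was seen. The gene lists were set before the data were examined.

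FGF signalling genes went both ways between pillar and Deiters' cells, with 8 of 22 called higher in pillar cells and 5 in Deiters' cells (camera adjusted p = 0.31, and adjusted p = 0.37 with an estimated correlation). Fgf10, a ligand gene of the developing ear, had 20.5 RPKM in pillar cells and 1.40 RPKM in Deiters' cells, and the transcription factor gene Etv1, a target of the pathway, 6.45 and 0.492 RPKM. Dusp6, which encodes a phosphatase that dampens it, had 21.5 and 6.15 RPKM, and the ligand gene Fgf1 8.78 and 20.9 RPKM. BMP and TGF-beta genes had 3 of 33 higher in pillar cells and 7 in Deiters' cells (camera adjusted p = 0.082, and adjusted p = 0.26 with an estimated correlation). The ligand genes parted: Bmp2 had 3.93 RPKM in pillar cells and 0.0333 RPKM in Deiters' cells, Bmp4 26.4 and 149 RPKM, and Tgfb3 16.0 and 67.7 RPKM.

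Notch pathway genes had 6 of 25 higher in pillar cells and 5 in Deiters' cells (camera adjusted p = 0.59, and adjusted p = 0.7 with an estimated correlation). The ligand gene Jag1 had 17.2 RPKM in pillar cells and 6.54 RPKM in Deiters' cells, the target gene Hey1 11.8 and 41.9 RPKM, and Dtx1, which encodes a ubiquitin ligase, was listed at 0 in pillar cells and had 1.32 RPKM in Deiters' cells. Wnt pathway genes had 9 of 40 higher in pillar cells and 7 in Deiters' cells (camera adjusted p = 0.82, and adjusted p = 0.85 with an estimated correlation). The receptor gene Lgr6 had 9.91 and 0.317 RPKM in pillar and Deiters' cells, and its relative Lgr5, chosen after its values were seen, 1.65 and 5.33 RPKM.

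Gap junction and ion homeostasis genes had 5 of 19 higher in pillar cells and 2 in Deiters' cells (camera adjusted p = 0.82, and adjusted p = 0.85 with an estimated correlation). The carbonic anhydrase gene Car14 had 533 RPKM in pillar cells and 81.1 RPKM in Deiters' cells, and the water channel gene Aqp4 15.9 and 74.7 RPKM. Genes of the tectorial membrane and matrix had 7 of 31 higher in pillar cells and 13 in Deiters' cells (camera adjusted p = 0.37, and adjusted p = 0.7 with an estimated correlation), with lumican (Lum) at 270 and 851 RPKM. Immediate early genes had 5 of 27 higher in pillar cells and 1 in Deiters' cells (camera adjusted p = 0.47, and adjusted p = 0.73 with an estimated correlation). Cyr61 had 136 and 42.2 RPKM, and its relative Ctgf 39.8 and 285 RPKM.

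Markers of the stria and melanocytes had 4 of 10 higher in pillar cells and 2 in Deiters' cells (camera adjusted p = 0.25, and adjusted p = 0.35 with an estimated correlation), and those of neurons and glia 3 of 12 and 2 (camera adjusted p = 0.83, and adjusted p = 0.85 with an estimated correlation). Of the genes that the study stained as proteins, 3 were tested, and Luzp2 was higher in pillar cells and Tubb3 (1.12 and 6.3 RPKM) in Deiters' cells (camera adjusted p = 0.59, and adjusted p = 0.7 with an estimated correlation). The study picked them, so this is not independent evidence. The counts of each list in this part and the part on signals above, neutrophils apart, were the same when adjusted over the list alone.

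Blood cell genes, which chance collection of a few cells would make uneven, were compared between the libraries of a cell type, to test whether these could have been made from 1 pool of RNA. The paper states that the replicates were prepared separately. The coefficient of variation of genes of neutrophils, platelets and B cells was 7.5% over 12 values (bootstrap interval 4.5% to 10.3%), where counting gives 4.2% and separate draws of 1000 cells with counting 5.3%, and other genes had 4.0%. The interval holds the value for separate draws, but that value takes all 1000 cells as the source of the RNA. A few blood cells per library, whose number is not known, would give a larger one. The interval lies above the value of counting alone, but it rests on few genes. The spread that amplification adds to these genes was not measured. The values therefore do not decide between a common pool and separate collections. The abundant hemoglobin genes are among those apart between the sets of lanes, and Hba-a1 alone varied by 32.9% in pillar cells and 16.1% in Deiters' cells. Summed with Hba-a2 the values were 1.8% and 6.4%.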
